# Dissection of Root Transcriptional Responses to Low pH, Aluminum Toxicity and Iron Excess Under Pi-Limiting Conditions in Arabidopsis Wild-Type and *stop1* Seedlings

**DOI:** 10.3389/fpls.2020.01200

**Published:** 2020-09-29

**Authors:** Jonathan Odilón Ojeda-Rivera, Araceli Oropeza-Aburto, Luis Herrera-Estrella

**Keywords:** root, transcriptome, acid soil, aluminum, iron, gene regulation, phosphate, combinatorial regulation

## Abstract

Acidic soils constrain plant growth and development in natural and agricultural ecosystems because of the combination of multiple stress factors including high levels of Fe^3+^, toxic levels of Al^3+^, low phosphate (Pi) availability and proton rhizotoxicity. The transcription factor SENSITIVE TO PROTON RHIZOTOXICITY (STOP1) has been reported to underlie root adaptation to low pH, Al^3+^ toxicity and low Pi availability by activating the expression of genes involved in organic acid exudation, regulation of pH homeostasis, Al^3+^ detoxification and root architecture remodeling in *Arabidopsis thaliana*. However, the mechanisms by which STOP1 integrates these environmental signals to trigger adaptive responses to variable conditions in acidic soils remain to be unraveled. It is unknown whether STOP1 activates the expression of a single set of genes that enables root adaptation to acidic soils or multiple gene sets depending on the combination of different types of stress present in acidic soils. Previous transcriptomic studies of *stop1* mutants and wild-type plants analyzed the effect of individual types of stress prevalent in acidic soils. An integrative study of the transcriptional regulation pathways that are activated by STOP1 under the combination of major stresses common in acidic soils is lacking. Using RNA-seq, we performed a transcriptional dissection of wild-type and *stop1* root responses, individually or in combination, to toxic levels of Al^3+^, low Pi availability, low pH and Fe excess. We show that the level of STOP1 is post-transcriptionally and coordinately upregulated in the roots of seedlings exposed to single or combined stress factors. The accumulation of STOP1 correlates with the transcriptional activation of stress-specific and common gene sets that are activated in the roots of wild-type seedlings but not in *stop1*. Our data indicate that perception of low Pi availability, low pH, Fe excess and Al toxicity converges at two levels *via* STOP1 signaling: post-translationally through the regulation of STOP1 turnover, and transcriptionally, *via* the activation of STOP1-dependent gene expression that enables the root to better adapt to abiotic stress factors present in acidic soils.

## Introduction

Acidic soils prevalent in tropical and subtropical areas of the planet represent up to 40% of the world’s arable land and constrain plant development and productivity in both natural and agricultural ecosystems (von Uexküll and Mutert, 1995). At a pH value of 5.5 or below, acidic pH compromises plant development because of a combination of two major stresses: lower nutrient availability, predominantly low phosphate (Pi) availability, and an increased availability of toxic cations, H^+^, Al^3+^ and Fe^3+^, which are detrimental for root development (Kochian et al., 2004; Kobayashi et al., 2013; Das et al., 2017). Given the agronomic relevance of acidic soils, research groups around the globe have focused on the characterization of the genetic, biochemical, physiological and morphological responses that allow plants to better adapt to acidic soils (see Magalhaes et al., 2018 for review).

Several studies in the model plant *Arabidopsis* *thaliana* have highlighted the role of the Cys_2_-His_2_-type zinc finger transcription factor SENSITIVE TO PROTON RHIZOTOXICITY 1 (STOP1) in protecting the root from the conditions present in acidic soils. When *stop1* mutants were first isolated, it was discovered that these mutant seedlings were hypersensitive to both H^+^ and Al^3+^ rhizotoxicities (Iuchi et al., 2007). STOP1 confers root tolerance to Al toxicity by promoting malate exudation by upregulating the expression of the malate efflux transporter ALUMINUM ACTIVATED MALATE TRANSPORTER 1 (ALMT1). Malate excreted by ALMT1 chelates Al^3+^ ions and prevents its entry into the cell (Hoekenga et al., 2006; Iuchi et al., 2007), thus conferring Al tolerance to the root. Organic acid exudation is, in fact, the best understood Al-exclusion mechanism in plants, and is present in several plant species (Kochian et al., 2015). Further research demonstrated that STOP1 also regulates the expression of several genes involved in ion homeostasis and metabolic pathways that also contribute to Al tolerance such as the citrate transporter *MULTIDRUG AND TOXIC EXTRUSION (MATE1)* and the *ALUMINUM SENSITIVE3* (*ALS3)* a gene that codes for an ABC-like transporter protein and whose mutant (*als3*) is also hypersensitive to Al toxicity (Larsen et al., 2005; Liu et al., 2009; Sawaki et al., 2009).

Besides proton and Al toxicity, another limiting factor for plant growth in in acidic soils is low Pi availability. Under acidic conditions, Pi is rapidly fixed by Al and Fe cations making it unavailable for plant uptake. The responses of plants to low Pi availability have been studied thoroughly (for review see López-Arredondo et al., 2014) and include systemic responses to optimize internal Pi homeostasis and morphological adaptations of the root system to enhance Pi scavenging from upper soil layers where Pi tends to accumulate. Root morphological adaptations in Arabidopsis include an increase in the density and size of root hairs, an increase in lateral root number and the inhibition of primary root growth (Péret et al., 2011). Two recent genetic screenings of EMS-mutagenized seedlings identified a role for STOP1 in the inhibition of root growth in response to low Pi availability (Balzergue et al., 2017; Mora-Macías et al., 2017). These reports proposed that STOP1 activates *ALMT1* transcription under Pi-limiting conditions, leading to the adjustment of primary root growth through the activation of a reactive oxygen species (ROS) signaling pathway, triggered by the malate-dependent accumulation of Fe in the apoplast (for review see Abel, 2017). These reports suggest that organic acid exudation serves a triple role in acidic soils by preventing toxic Al from entering the cell, performing anion displacement to release Pi for plant uptake and enabling root modifications to more efficiently explore the topsoil. Further studies on the subject demonstrated a role for two other Al-tolerance related proteins, ALS3 and SENSITIVE TO ALUMINUM RHIZOTOXICITY (STAR1), in root developmental responses by modifying iron homeostasis in Arabidopsis (Dong et al., 2017). STOP1 regulates the expression of both *ALMT1* and *ALS3*, highlighting STOP1 as a major regulatory hub of responses to the conditions present in acidic soils including low Pi, high Fe availability and Al toxicity.

Given the multifunctional role of STOP1 under acidic soil conditions, a question that arises is: How is the activity of the transcription factor regulated in response to multiple stress factors? Earliest evidence suggested that, because the transcription levels of *STOP1* do not significantly change in response to low pH or Al exposure, STOP1 was post-transcriptionally activated (Sawaki et al., 2009). A recent report on STOP1 regulation corroborated that the transcription factor is regulated at the posttranslational level *via* protein accumulation/stabilization under low Pi and low pH conditions when Fe and Al are present in the medium (Godon et al., 2019). Furthermore, it was demonstrated that STOP1 abundance is regulated by the ubiquitin-proteasome-mediated degradation pathway *via* a member of the F-box E3-type ubiquitin ligase protein family, REGULATION OF ALMT1 EXPRESSION (RAE1). This F-box protein directly binds STOP1 and lack of a functional RAE1 leads to higher levels of STOP1, with the concomitant upregulation of *ALMT1* (Zhang et al., 2019). Because STOP1 regulates *RAE1* expression, authors concluded that STOP1 autoregulates its turnover by upregulating *RAE1* expression and, therefore, there must be another interacting partner that triggers an initial accumulation of STOP1. A dissection of how STOP1-targets are regulated in response to single and combinatorial stress conditions may provide insights into the mechanism(s) that modulate STOP1 activity.

Because of the overlap in the processes that are activated in response to the different stress conditions present in acidic soils, it remains unclear which responses are either shared by or specific to each type of stress. Extensive transcriptional profiling of the response to low Pi availability (Misson et al., 2005; Thibaud et al., 2010; Hoehenwarter et al., 2016; Mora-Macías et al., 2017), Al^3+^ toxicity (Sawaki et al., 2009; Kusunoki et al., 2017) and low pH (Sawaki et al., 2009; Lager et al., 2010) has been performed, however, a combinatorial study that dissects the specificity of the responses is lacking. Analysis of *stop1* global transcriptional changes in response to combinatorial stress conditions could provide insights into the STOP1-dependent regulation of genes because it would elucidate whether STOP1 activates the expression of the same gene set or specific gene sets in response to low Pi, low pH or combined Al^3+^ and Fe^3+^ stress conditions. Transcriptional profiling of *stop1* mutants could also provide insights into STOP1 dependent and independent mechanisms underlying tolerance to proton and metal toxicity. A transcriptomic characterization of *stop1* mutants in response to some of the individual stresses prevalent in acidic soils was previously reported (Sawaki et al., 2009), nonetheless, in this previous study microarray technology was used, which has limited dynamic range when compared to modern RNA-sequencing technology.

In this study, we perform a dissection of the transcriptional responses that are activated by the roots of wild-type and *stop1* Arabidopsis seedlings when exposed to factors that affect plant growth in acidic soils, namely, low Pi availability, low pH, Fe excess and Al toxicity, using RNA-sequencing technology. Our data suggest that a large portion of the transcriptional response is shared by multiple stress conditions, nonetheless, there are specific subsets of genes that are activated only in response to specific stress conditions. We also report that the expression of some STOP1-target genes correlates with the accumulation of STOP1 in the nucleus, whereas others do not follow this trend. We provide this dataset to the community with the intention of moving the field forward by accelerating the identification of new candidate genes that regulate root tolerance to acidic soil conditions.

## Materials and Methods

### Plant Material

*Arabidopsis thaliana* (Col-0 ecotype; CS70000) seeds were used as the wild-type genotype in this study. *stop1-ko* T-DNA line SALK_114108 was used as the *stop1* (Col-0 ecotype background) mutant genotype.

### Gene Cloning and Plant Transformation

The *STOP1* gene (AT1G34370) was cloned using the Golden Gate (GG) Strategy (Engler and Marillonnet, 2014) to produce a scar-free translational fusion to mCherry, as depicted in **Supplementary Figure 1**. We cloned the *STOP1* promoter (proSTOP1; 2085 bp upstream of the 5’ Untranslated Region (UTR) of the *STOP1* gene), the 5’UTR (556 bp), 3’UTR (128 bp) sites and the *STOP1-CDS* sequence (1497 bp) into L0 vectors from the GG Plant Toolkit (Engler et al., 2014). 

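In the reference build TAIR10.1, *STOP1* (AT1G34370) lies on the forward strand of chromosome 1 from 12550339 to 12552629, a span of 2291 bp with 3 annotated transcripts. The ends of the primers listed for each module were matched to that build. The promoter module runs from 12548361 to 12550445 (2085 bp) and the 5′UTR module from 12550446 to 12551001 (556 bp). The coding sequence without its stop codon spans 12551002 to 12552498 (1497 bp), and the 3′UTR module 12552502 to 12552629 (128 bp). The span of the coding sequence is that of the annotation, not of the primer ends. Its reverse primer matches 12552487 to 12552509 with 1 mismatch, so the primer crosses the stop codon and reaches into the 3′UTR. Another annotated gene, AT1G06753, overlaps *STOP1* on the opposite strand.

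**Figure D1:**
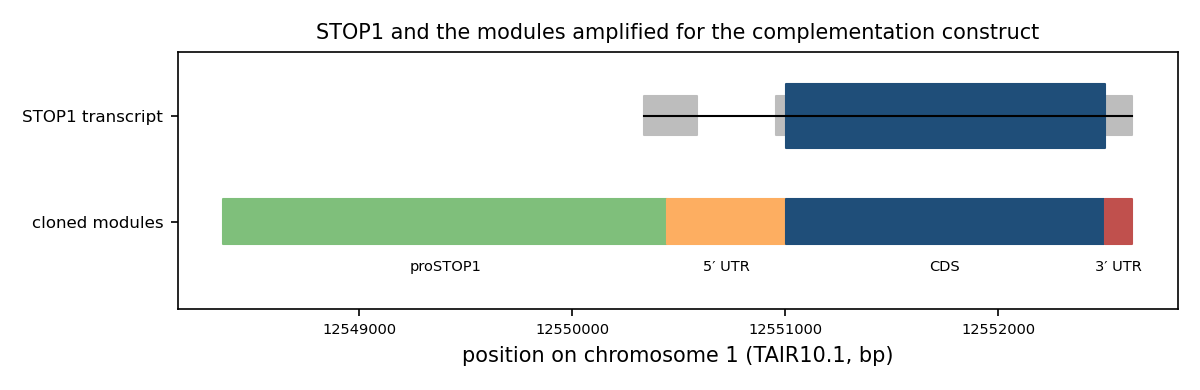
Map of *STOP1* on chromosome 1 of TAIR10.1 (x axis, position in bp), with the annotated transcript on the upper line (blue, coding sequence; gray, untranslated regions) and the cloned modules on the lower line. The promoter module starts at 12548361, upstream of the transcript start at 12550339, and the 3′UTR module ends with the transcript at 12552629. The coding sequence module is drawn to 12552498, although its reverse primer reaches 12552509.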

Then we performed the L1 synthesis reaction as instructed in Engler and Marillonnet (2014) and added the *mCherry* gene previously cloned in L0 vector that comes readily available in the GG Plant Toolkit, to produce the final synthesis of the C-terminal fusion of mCherry and STOP1 with the STOP1 promoter sequence and native UTR sites (proSTOP1::5’UTR::STOP1~mCherry::3’UTR referred as proSTOP1::STOP1::mCherry in this text for simplicity). proSTOP1::STOP1::mCherry was cloned into an L2 GG binary vector that we introduced into *Agrobacterium tumefaciens* by electroporation. Agrobacterium tumefaciens containing proSTOP1::STOP1::mCherry was used to transform of *stop1* plants using the floral dip method as described in Martinez-Trujillo et al., 2004. Out of 10 transgenic lines that complemented the *stop1* mutant phenotype (under low Pi and low pH conditions) two single locus, homozygous proSTOP1::STOP1~mCherry, lines without any apparent abnormal phenotypes, were selected for further characterization. Primers used to clone the *STOP1* L0 modules are the following: *proSTOP1* (forward (fw): 5’-ttgaagacaaggag gatttcgcgaatccgaat-3’; reverse (rv): ’-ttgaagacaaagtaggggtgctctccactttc -3’), 5’UTR (fw: 5’-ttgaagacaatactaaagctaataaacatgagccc-3’; rv: 5’-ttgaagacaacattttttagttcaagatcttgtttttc-3’), *STOP1-CDS* (fw: 5’- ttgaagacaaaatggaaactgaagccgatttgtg -3’; rv: 5’- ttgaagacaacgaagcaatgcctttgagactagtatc -3’) and 3’-UTR (fw:5’-ttgaagacaagctt ggcattgccatatatatgataag-3’; rv:5’-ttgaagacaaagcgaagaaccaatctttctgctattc-3’).

### Complementation Test

For complementation experiments (**Figure 1** and **Supplementary Figure 1**) we surface sterilized seeds and sowed them in 1% agar and 10% Murashige and Skoog Medium as described in López-Bucio et al. (2002). Low Pi medium (-Pi) was prepared with a concentration of 0 mM KH_2_PO_4_ and high Pi (+Pi) medium was prepared using 1 mM KH_2_PO_4_; sucrose concentration was 1% and MES at a 3.5 mM concentration to buffer pH Medium. MES optimum buffer range is 5.5 - 6.7, however, we added MES to keep pH below 5.5 which is already toxic to plants and is suitable for testing Al toxicity (Kobayashi et al., 2013). Medium was prepared at high Pi or low Pi concentration with pH adjusted to pH 5 or pH 6 as indicated in the text and figures. Wild-type plants (used as control) and *stop1* seedlings were grown for 10 days after germination (dag) in a Percival chamber at 22°C, under 16/8 h photoperiod with >200 μmol·m^2^·s^1^ photon flux density.

**Figure 1:**
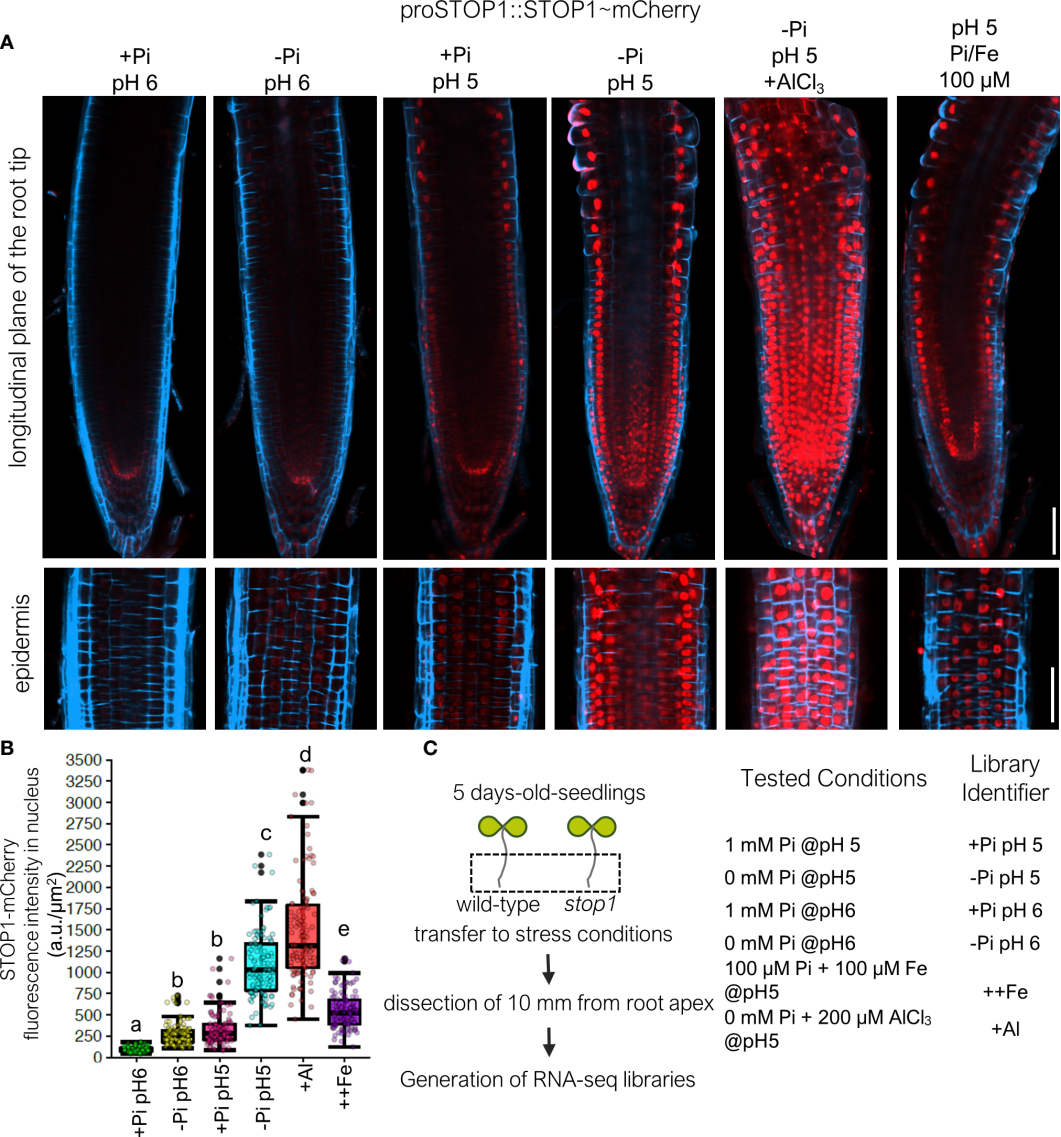
STOP1 accumulation as a molecular marker to direct RNA-seq profiling of acidic pH, low Pi, Al toxicity and Fe toxicity conditions. **(A)** Transgenic *stop1* seedlings expressing proSTOP1::STOP1~mCherry (line #1) were grown 5 days-after-germination (dag) and then transferred to the indicated medium conditions during 16h, at this time STOP1-mCherry signal (Red Channel) was observed using confocal microscopy. The cell-wall was stained using a modified DAPI-staining (see Materials and Methods). Upper panels depict a longitudinal plane of the root apex; lower panels depict epidermis layer of the root apex. Scale bar equals 50 µM. **(B)** Quantification of STOP1-mCherry signal in the nucleus of epidermal cells under the tested conditions in 2 biological replicates using 2 independent transgenic *stop1* seedlings expressing proSTOP1::STOP1~mCherry with 3 technical replicates. A total of n=112 nuclei per condition were measured. Statistical groups are represented by letters and were determined using a Tukey HSD test (P-val <.05). **(C)** RNA-seq profiling experimental strategy and design.

### Preparation of Root RNA-Seq Libraries

For the preparation of RNA-seq libraries, plant seedlings were germinated in high Pi medium at pH 5.7 as described in the previous section and 5 days after germination seedlings were transferred to the specified treatments under hydroponic conditions (no agar was added to the medium; 4 mL of each specific medium were added to 6-well cell culture Corning plates) specified in **Figure 1C** during 16 h (Percival chamber at 22°C, 8/8 h photoperiod with >200 μmol·m^2^·s^1^ luminous intensity). Base medium for the preparations of specific treatments was the same as described in complementation studies with the exception that agar was not added to the medium. For the case of +Al-treatment, Aluminum was added as AlCl_3_ at a concentration of 200 µM. For the case of ++Fe (Fe excess) treatment Fe was added in as FeSO_4_ to a final concentration of 100 µM and KH_2_PO_4_ was added to achieve a final concentration of a 100 µM Pi. Given the lack of agreement between exposure times in the literature (Sawaki et al., 2009; Lager et al., 2010; Zhang et al., 2019) which ranged from 1-24 h of exposure to stress treatment we decided to use 16h to ensure that STOP1 was active. It is possible that 16h exposure to low pH, Al and Fe treatments induced ROS production and some degree of cellular damage because of the relatively long exposure to the stress, however, our treatment was within the time of exposure that has been tested previously which is generally within the 24h range (Sawaki et al., 2009; Zhang et al., 2019). In fact, Arabidopsis seedlings can survive for up to 7 days in low pH medium with an aluminum concentration in the 200-500 μM range (Hoekenga et al., 2006; Illéš et al., 2006). Because we also observed differential STOP1-mCherry accumulation in the root in response to tested treatments (**Figure 1**), we concluded that our exposure time (16h) was adequate for transcriptional profiling. After the 16 h treatments, frozen root tip powder was obtained from root tip sections of approximately 10 mm in length from approximately 150 individuals per treatment. Total RNA was isolated using TRIzol (Invitrogen) from frozen root powder obtained from two independent biological replicates for each treatment reagent. Strand-specific mRNA-seq libraries were generated using the TrueSeq Illumina protocol and sequenced using the Illumina platform (paired-end reads, 150 base pairs; HiSeq2500). We calculated free Fe-availability in the medium using the chemical speciation software GEOCHEM-EZ (Shaff et al., 2010).

### Confocal Microscopy and Fluorescence Signal Quantification

Roots were harvested and mounted after the specified treatments in **Figure 1**. Root cell-wall was stained using a modified DAPI staining. DAPI staining solution was prepared at this time at 0.1 µg/µL in the respective liquid culture medium of the tested conditions (see **Figure 1C**). The roots of proSTOP1::STOP1~mCherry seedlings were mounted on the DAPI-staining solution followed by incubation for 5 min and then imaged with a Zeiss LSM800 upright confocal microscope using a 405 nm Laser line (for DAPI) and a 561 nm Laser line (for mCherry). Fluorescence signal quantification was performed using FIJI software [version 2.0; (Schindelin et al., 2012)] using a protocol by Luke Hammond available on GitHub https://github.com/mfitzp/theolb/blob/master/imaging/measuring-cell-fluorescence-using-imagej.rst; scale was calibrated to pixels/µm and mean fluorescence intensity/µm value was used.

### Determination of Number of Replicates per Sample for Bioinformatic Analysis

Biological variation is an important parameter to consider in RNA-seq protocols, hence the need to perform biological replication. To determine whether the level of biological replication in our RNA-seq analysis was adequate, we performed an analysis of the biological coefficient of variation (BCV), defined in edgeR (Robinson et al., 2010) as a parameter to account for variation between biological replicate libraries. According to the edgeR manual (http://bioconductor.org/packages/release/bioc/vignettes/edgeR/inst/doc/edgeRUsersGuide.pdf), a reasonable BCV value is less than 0.4 for a well-controlled experiment with adequate biological replication. Using edgeR, we determined that the BCV value of the biological replicates in our study is 0.1612 (**Supplementary Figure 4**), which is acceptable within edgeR standards and provides a statistical framework for determining significant differential expression between contrasting treatments. 

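The biological coefficient of variation (BCV) was computed as the square root of the common dispersion that edgeR's estimateDisp fits to the reads on the genes of the deposited table, with 1 coefficient for each of 12 conditions of 2 replicates. Over all 24 libraries the BCV was 0.161. The estimator that changed it most, estimateGLMCommonDisp, gave 0.164, and leaving out each library in turn gave 0.155 to 0.165. Wild-type libraries alone gave a BCV of 0.189 and *stop1* libraries alone 0.126. Among the 12 pairs of replicates taken singly, the BCV ran from 0.152 to 0.221 in wild-type and from 0.113 to 0.144 in *stop1*.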

To test the levels of astringency that we were using, we decided to use a suggested methodology in the edgeR manual that is useful when there is no biological replication and that consists in selecting “housekeeping” genes, genes that do not variate in response to the tested treatments and have a relatively high level of expression, and calculate the BCV of these genes assuming a similar set of libraries as replicates. In this case, we assumed all wild-type and all *stop1* libraries, respectively, as replicates resulting in 12 replicates per genotype. The BCV of 100 housekeeping genes selected from our data set (included in **Supplementary Table 1**) resulted in a BCV value of 0.06767, less than 2 times the actual BCV of the study, indicating that our approach was at least two times more astringent than the housekeeping approach. This result corroborated that we could proceed with our analysis of differential expression with statistical certainty and that two replicates per sample was an adequate number for the purpose of the analysis reported in this work.

### Bioinformatic Analysis of RNA-Seq Data

We performed quality assessment of the resulting reads from the Illumina platform using FastQC (version 0.11.9; https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and processed sequencing libraries using Trimmomatic (version 0.39; (Bolger et al., 2014)) to remove adapter read sequences. Paired-end reads were aligned to the Arabidopsis genome (TAIR10; Release 46) using HISAT2 (version 2.1.0; (Kim et al., 2015)). Raw counts of read alignment per gene/locus were calculated using HTSeq (version 0.11.2; (Anders et al., 2015)). Differential expression analysis was carried out in R using edgeR package (version 3.28.0; (Robinson et al., 2010)) available from Bioconductor site (http://bioconductor.org/). Gene expression is represented by the normalized raw counts per gene (edgeR’s counts per million reads (cpm)). Cpm are obtained as raw counts per gene and normalized by library size. Heatmaps and graphs of the behavior of expression were represented using the z-score ((expression value in cpm – mean cpm across all the conditions tested)/standard deviation of gene expression in cpm across all the conditions tested). Pairwise comparisons were performed using edgeR’s glmLRT function, resulting changes were represented using the log2 of fold change (logFC). Venn analysis was performed in R using UpSet package (version 1.4; (Lex et al., 2014)). Gene Ontology (GO) analysis was carried out using the Classification Superviewer from the Bio-Analytic Resource for Plant Biology at http://bar.utoronto.ca/ntools/cgi-bin/ntools_classification_superviewer.cgi (Provart and Zhu, 2003), a summary of the output is presented in **Figure 4**, complete GO analysis with GO identifiers is included in **Supplementary Table 1**.

## Results

### STOP1 Accumulation as a Molecular Marker to Direct RNA-Seq Profiling

Since STOP1 has been reported to accumulate in the nucleus of epidermal root cells in response to several stress factors present in acid soils (Godon et al., 2019), we decided to test whether the accumulation of STOP1 could be used as a marker to determine the level of stress and/or transcriptional responses of the Arabidopsis root to different factors. With this aim, we generated a translational fusion of STOP1 to a fluorescent protein (mCherry) to use STOP1 accumulation as a stress marker to guide transcriptomic profiling (**Figure 1**). To confirm that the STOP1-mCherry fusion was functional in a biological context, we transformed a *stop1* mutant (Col-0 ecotype) with a construct that expresses a STOP1-mCherry fusion protein under the control of the endogenous *STOP1* promoter (proSTOP1::STOP1~mCherry; **Supplementary Figure 1A**) and tested for complementation. We isolated two independent transgenic lines with single locus insertion in which STOP1-mCherry was detected in the nucleus of root cells (**Figure 1A**; **Supplementary Figure 1D**) and that complemented the *stop1* mutant phenotype under low pH and low Pi with no apparent phenotypes other than a slight, but statistically significant, root hypersensitivity to low Pi (**Supplementary Figures 1B, C**). Because the proSTOP1::STOP1~mCherry construct was able to complement the *stop1* mutant phenotype under low pH and low Pi conditions, respectively, and because we observed differential accumulation of STOP1~mCherry in response to low Pi and low pH as has been previously reported for STOP1 (Balzergue et al., 2017; Godon et al., 2019) we concluded that the STOP1~mCherry fusion is functional in a biological context. Then, we decided to monitor STOP1-mCherry accumulation in the roots of seedlings exposed for 16h to low Pi conditions (0 mM Pi, pH 6), low pH conditions (1 mM Pi, pH 5), low pH and low Pi conditions (0 mM Pi, pH 5), Al toxicity (0 mM Pi, 200 μM AlCl_3_, pH 5) and Fe excess (100 μM Pi, 100 µM Fe, pH 5) and compared it to that observed under control conditions (1 mM Pi, pH 6). We observed that STOP1 accumulates differentially in the root tip (**Figure 1A** upper panel), in response to all the conditions tested and that these differences were most evident in epidermal cells (**Figure 1A**, lower panel). STOP1 accumulated in response to individual low pH and low Pi treatments, nonetheless, the effect was potentiated up to 4 orders of magnitude when both treatments are combined (**Figure 1B**). As expected, maximum accumulation of STOP1 was observed in Al-treatment which has a combination of stress treatments including low Pi, low pH and Al presence (**Figures 1A, B**). To simulate increased Fe availability conditions similar to those that happen in acidic soils, at pH 5 we increased Fe supply 10 times and decreased Pi supply 10 times (100 µM supply of Pi and Fe) relative to control conditions (1 mM Pi, 10 µM Fe). We observed that Fe excess triggered accumulation of STOP1 at high levels, however, not as high as those observed for seedlings exposed to low Pi at pH 5 or Al-treatment (**Figure 1B**). This result may indicate that Al has a stronger effect than Fe on the accumulation of STOP1, however, we cannot rule out a low Pi effect on the accumulation of STOP1 in the Al treatment because the Pi concentrations in those treatments was lower than in the Fe treatment (0 μM Pi in Al treatment; 100 μM Pi in Fe excess treatment). We determined that the observed differences in STOP1 accumulation were statistically significant by quantifying the intensity of the STOP1-mCherry signal in the nucleus of epidermal cells from root tips exposed to low Pi, low pH, Al and Fe excess at low pH (**Figure 1B**). It was recently reported that a relative increase of Fe in low Pi media triggers STOP1 accumulation under low pH conditions (Godon et al., 2019). Our data agrees with this report, because we also observed that STOP1 accumulation increases under low pH and elevated Fe levels in the medium. However, our data suggests that low Pi at low pH alone has a greater effect than that of Fe-excess in the accumulation of STOP1, therefore, Pi availability has a more determinant effect on STOP1 accumulation than Fe-excess. We cannot rule out that this effect is due to a modification of the Pi/Fe ratio and that a Fe-threshold in the medium may be sufficient for STOP1 accumulation. This last possibility is unlikely because in the low Pi media the Fe concentration is 10 μM, with a calculated free Fe availability of 50.5% (see Materials and Methods), which is much lower than the Fe concentration (100 μM) and calculated free Fe availability (86.97%) of the Fe-excess treatment.

Since we observed nuclear accumulation of STOP1 under all our proposed treatments (**Figure 1B**), we decided to perform RNA-seq profiling in the roots of wild-type (Col-0 ecotype) and *stop1* seedlings (Col-0 ecotype) that were exposed to low pH, low Pi, Al and Fe-excess treatments which simulate the conditions present in acidic soils *in vitro* (**Figure 1C**).

### Multiple Subsets of Genes Are Differentially Regulated in Response to Low Pi, Low pH, Al-Exposure and Fe-Excess

For RNA-Seq analysis, seedlings were exposed for 16h to low Pi conditions (0 mM Pi, pH 6), low pH conditions (1 mM Pi, pH 5), low pH and low Pi conditions (0 mM Pi, pH 5), Al toxicity (0 mM Pi, 200 μM AlCl_3_, pH 5) and Fe excess (100 μM Pi, 100 µM Fe, pH 5) and RNA was extracted from root tissue. 

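The 24 libraries hold poly(A) RNA from wild-type and *stop1* roots after 16 h of treatment, with 2 biological replicates for each genotype and medium. The control medium (+Pi_pH6) held 1 mM Pi at pH 6, -Pi_pH6 held 0 mM Pi at pH 6, +Pi_pH5 held 1 mM Pi at pH 5 and -Pi_pH5 held 0 mM Pi at pH 5. The +Al medium held 0 mM Pi at pH 5 with AlCl3, at 200 µM in the paper and at 100 µM in the sample labels. The ++Fe medium held 0.1 mM Pi and 100 µM Fe at pH 5, whereas the other media held 10 µM Fe. The contrasts of +Al and ++Fe with the control therefore also include the change of pH and of Pi.
The authors deposited a normalized signal for each gene, the reads on it scaled to the library size with factors from the trimmed mean of M-values (TMM) and given as CPM. Whole numbers of reads could be recovered from 100% of the values, and every gene had a CPM over 1 in at least 2 libraries; the filter on low counts is not named in the paper's text. Gene expression was compared with limma on log2 CPM with a pseudocount of 1, with a mean-variance trend and Benjamini-Hochberg adjustment over all genes of the table. Genes with an adjusted p under 0.05 were called differentially expressed. In wild-type, replicates 1 and 2 had 19545884 and 20090394 reads on genes in +Pi_pH6, 30516150 and 17847428 in -Pi_pH6, and 18316580 and 24636305 in +Pi_pH5. They had 21155014 and 20151043 in -Pi_pH5, 17027929 and 21321301 in +Al, and 21623270 and 22290355 in ++Fe. In *stop1*, the reads on genes were 18404932 and 19911237 in +Pi_pH6, 19653834 and 27543370 in -Pi_pH6, and 17524959 and 18689810 in +Pi_pH5. They were 21127019 and 21774148 in -Pi_pH5, 21163409 and 19744037 in +Al, and 24037220 and 18583600 in ++Fe. A single read corresponds to 0.0326 to 0.0572 CPM. Intervals given for shares of genes cover counting error only. The strand setting of the read counting is not named in the paper's text, so the values of genes that overlap another gene are uncertain.
The gene lists headed *stop1* +Pi_pH6 and *stop1* +Pi_pH5 in Supplementary Table 1 match the deposited libraries of each other's condition. The deposited labels were kept, and values that rest on either condition carry that limit.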

We selected this time point because it was previously reported that the majority of STOP1-dependent genes are not activated at early time points, shorter than 8h, in response to low pH stress (Lager et al., 2010). Strand-specific RNA-Seq libraries for two independent biological replicates for each treatment were prepared using polyA+ RNA and sequenced using an Illumina HiSeq platform. 

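Reads recovered from the deposited values were compared with the reads per library that the paper reports, which run from 19762858 to 34289839, with alignment percentages of 94.0 to 97.7. The reads on genes made up 76.2% (wild-type -Pi_pH5 replicate 2) to 91.5% (wild-type +Pi_pH6 replicate 1) of the paper's reads. The share was also under 80% in wild-type +Pi_pH5 replicate 2, at 78.8%, and in wild-type +Al replicate 1, at 79.5%. The 10 most abundant genes took 3.07% to 4.77% of the reads of a library. TMM factors recomputed from the recovered reads equal those that the authors applied, 0.9472 to 1.0534.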

A summary of the reads obtained for each library and alignment percentage is presented in **Supplementary Table 1**. Once RNA-sequencing was performed we decided to perform pairwise comparisons of the treatments (-Pi_pH6, +Pi_pH5, -Pi_pH5, +Al, ++Fe) with respect to control conditions (+Pi_pH6) to determine the genes that are differentially expressed (false discovery rate <.05) in response to each treatment (**Figure 2**, **Supplementary Table 1**). 

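Against wild-type +Pi_pH6, limma with Benjamini-Hochberg adjustment called 29 genes upregulated and 5 downregulated in wild-type -Pi_pH6, 1 and 5 in +Pi_pH5, 97 and 197 in -Pi_pH5, 837 and 894 in +Al, and 2525 and 1919 in ++Fe. At an unadjusted p under 0.05 there were 1075, 1294, 2383, 4296 and 7051 genes, in the same order. With edgeR's likelihood ratio test, the test the paper names, 62 genes were upregulated in +Pi_pH5 and the totals were 81, 102, 517, 2183 and 4656 genes. With only the libraries of the conditions compared, the alternative that moved the totals of -Pi_pH5, +Al and ++Fe most, they were 39, 254 and 1650, with 0 genes in -Pi_pH6 and 0 in +Pi_pH5 (591 and 1396 at an unadjusted p under 0.05). All 34 genes called by limma in -Pi_pH6, all 6 in +Pi_pH5 and all 294 in -Pi_pH5 were also called by the likelihood ratio test, as were 1718 of 1731 in +Al and 4341 of 4444 in ++Fe. Which direction held more genes in +Al depended on the scaling, with 1060 upregulated and 712 downregulated with library size only. In 20 simulations of groups without any difference, limma called at most 1 gene upregulated and 3 downregulated.
In +Pi_pH5 the upregulated gene was *DGR2* (AT5G25460), with a log2 fold change of 1.2 (standard error 0.11, adjusted p = 6.3e-05 from limma). The downregulated genes were *FRO5* (AT5G23990; -2.74, adjusted p = 8.3e-05 from limma), AT5G48430 (-2.40, 0.0035), AT5G33355 (-3.14, 0.0035), AT1G33840 (-1.85, 0.027) and AT3G60270 (-1.53, 0.027). The last 3 were named after their values were seen. *DGR2* overlaps genes on the opposite strand, and 5.48% of the 50-base stretches of *FRO5* occur elsewhere in the genome.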

We determined that 51 and 27 genes were upregulated and downregulated, respectively, in response to -Pi_pH6; 64 and 44 genes were upregulated and downregulated, respectively, in response to +Pi_pH5 treatment; 183 and 299 were upregulated and downregulated, respectively, in response to -Pi_pH5 treatment; 1003 and 1023 were upregulated and downregulated, respectively, in response to +Al treatment and, lastly, 2479 and 1745 were upregulated and downregulated, respectively, in response to ++Fe treatment. These data indicate that ++Fe treatment induces changes in the expression of the greatest number of genes followed by +Al, -Pi_pH5, +Pi_pH5 and -Pi_pH6 treatments in descending order. 

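Ranked by differentially expressed genes in limma, ++Fe (4444 genes) came before +Al (1731), -Pi_pH5 (294), -Pi_pH6 (34) and +Pi_pH5 (6). The order of the last pair depended on the test, with more genes in +Pi_pH5 than in -Pi_pH6 under the likelihood ratio test. In -Pi_pH6 the called genes that separate the libraries with the smallest p were *GDPD1* (AT3G02040) and *PAP17* (AT3G17790; log2 fold change 4.11) among the upregulated, and *scpl14* (AT3G12230; -2.60) and AT4G10500 (-1.26) among the downregulated. In -Pi_pH5 they were *DGR2* (1.79) and *ALMT1* (AT1G08430), and *FRO5* (-3.14) and AT5G48430 (-3.43). In +Al they were *DGR2* (4.15) and *ALMT1*, and *IREG2* (AT5G03570; -2.34) and *FRO5*, whose wild-type +Al libraries held 2 and 0 reads, at least 69.6-fold below control. In ++Fe they were AT1G26410, at least 289-fold over a control with 3 and 0 reads, AT2G15220 (4.22), *IRT1* (AT4G19690; -8.57) and AT1G74770 (-3.08). All of these were called by limma, with adjusted p of 0.003 (AT4G10500) or lower. Of the 50-base stretches of AT2G15220, 22.5% occur elsewhere in the genome, as do 17.8% of those of *scpl14*, and *GDPD1*, *PAP17*, *DGR2*, *IREG2* and AT1G74770 overlap a gene on the opposite strand.

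**Figure D2:**
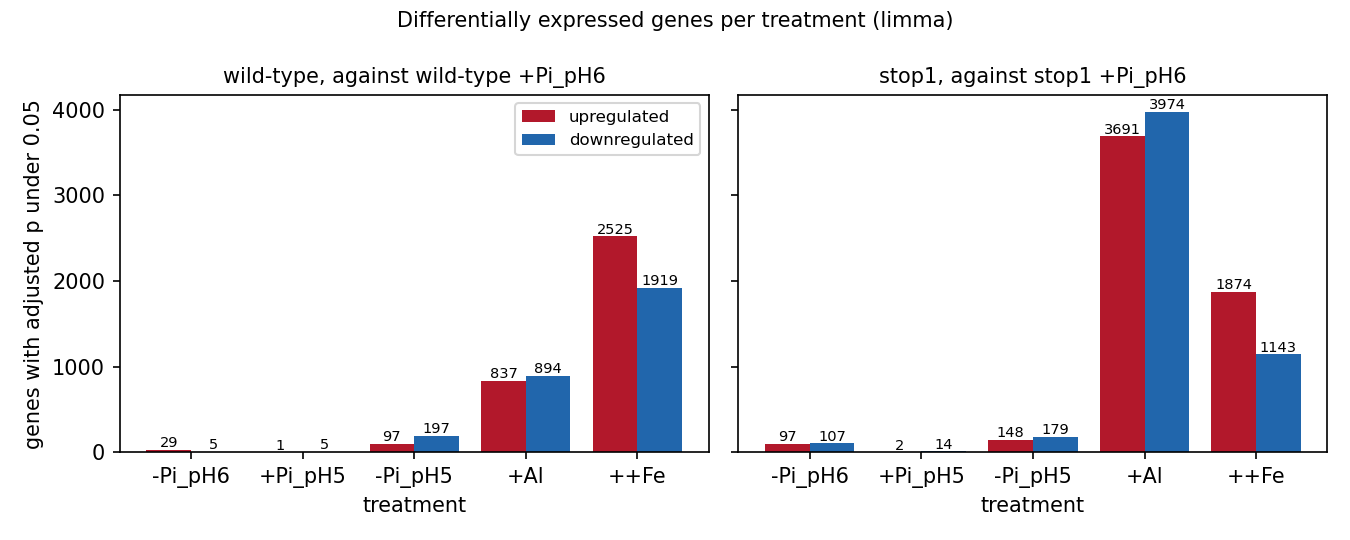
Number of genes (y axis) upregulated (red) and downregulated (blue) in each treatment (x axis) by limma at an adjusted p under 0.05, in wild-type against wild-type +Pi_pH6 (left) and in *stop1* against *stop1* +Pi_pH6 (right, with the deposited labels). Among the wild-type bars ++Fe is highest with 2525 and 1919 genes, and among the *stop1* bars +Al is highest with 3691 and 3974.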

As the increase in STOP1 in the high Fe treatment was lower than the treatment with -Pi_pH5 and +Al, this fact suggests that a large portion of the transcriptional effect of high Fe treatment is independent of STOP1 and probably mediated by other transcription factors and signaling pathways.

**Figure 2:**
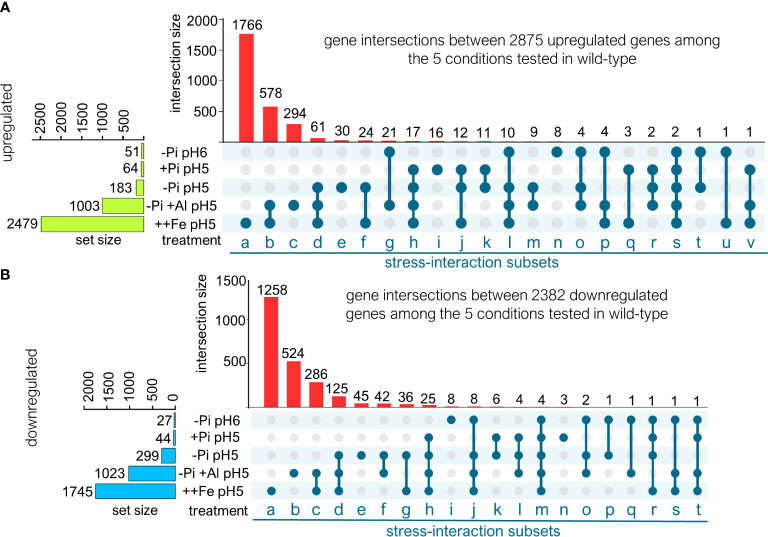
Transcriptomic dissection of upregulated and downregulated gene expression in response to low pH, low Pi, Al and Fe excess. **(A)** Venn analysis of genes that are differentially upregulated (FDR <.05) under the conditions tested in wild-type (using wild-type pH 6 high-Pi as baseline). Venn diagram is represented in UpSet plot style (see Materials and Methods). Resulting intersection subsets are named using letters. **(B)** Venn analysis of genes that are differentially downregulated (FDR <.05) under the conditions tested in wild-type (using wild-type pH 6 high-Pi as baseline). Venn diagram is represented in UpSet plot style (see Materials and Methods). Resulting subsets are named using letters.

We then decided to perform a dissection of the genes whose upregulation is shared or specific to each treatment (**Figure 2**). 

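Of 2834 genes upregulated by at least 1 treatment in wild-type, 595 were upregulated by 2 or more, in 9 intersections of treatments. Of these intersections, 4 held more than 10 genes and 1 held more than 50, the 503 genes shared by +Al and ++Fe. A single gene was upregulated by all 5 treatments. The number of intersections was 3 with only the libraries of the conditions compared and 16 with the calls of DESeq2 and of edgeR's likelihood ratio test; the latter shared 810 of 3115 genes, with 7 intersections over 10 genes and 2 over 50. All treatments were compared with the same pair of control libraries. In the simulations of unchanged groups 0 genes were shared by 2 or more treatments. At most 1 gene was called upregulated there, so that count cannot show how much the shared control adds to the sharing. The log2 fold changes of +Al and ++Fe correlated with r = 0.569 across genes, which are not independent replicates, against 0.478 to 0.523 in those simulations.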

Using a Venn analysis approach, we determined 17 intersections between the upregulated genes among the five tested treatments, 8 of the intersections are larger than 10 genes and 3 share more than 50 in common genes (**Figure 2A**), indicating that there is a considerable portion of the transcriptomic response shared between two or more treatments. To further sustain this last conclusion, we calculated the percentages of specificity of upregulated genes for each treatment by dividing the number of genes that are not shared with other treatments by the number of genes that are upregulated by that treatment. The percentages of specificity are listed as follows: -Pi_pH6 (15.6%), +Pi_pH5 (25%), -Pi_pH5 (16.3%), +Al (29.3%) and ++Fe (71.2%). 

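The percentage of specificity, computed from the limma calls, was 20.7% for -Pi_pH6 (6 of 29 genes, Wilson 95% interval 9.85% to 38.4%) and 18.6% for -Pi_pH5 (18 of 97, 12.1% to 27.4%). In +Pi_pH5 the single upregulated gene was shared with other treatments, and 0 of 1 allows up to 79.3%. For +Al the percentage was 31.7% (265 of 837, 28.6% to 34.9%). The alternative that moved these percentages most was DESeq2's Wald test for +Pi_pH5, at 22.41%, and edgeR's likelihood ratio test gave 20.97% there and 15.1%, 18.5% and 29.8% for -Pi_pH6, -Pi_pH5 and +Al.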

The percentages of specificity of each response indicate that, in low Pi, low pH and Al exposure treatments, over 70% of the transcriptional upregulation is shared by the three conditions. In the case of Fe-excess treatment, which induces the expression of the largest set of genes, 70% of upregulated genes are not shared with the other treatments and seem to be part of a specific response to elevated concentrations of Fe.

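In ++Fe 1950 of 2525 upregulated genes were not shared with another treatment, a specificity of 77.2% (Wilson 95% interval 75.5% to 78.8%). This interval lies above that of each other treatment except +Pi_pH5, whose percentage rests on 1 gene. The other treatments upregulated 837 (+Al), 97 (-Pi_pH5), 29 (-Pi_pH6) and 1 (+Pi_pH5) genes. Most of the 2525 genes could therefore not be shared whatever the overlap. A higher percentage than in the other treatments follows in large part from these numbers and does not by itself show a more specific response. Across the alternatives the specificity of ++Fe ran from 71.4% with library size only to 93.7% with only the libraries of the conditions compared. The ++Fe medium also differed from control in pH and Pi.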

We continued our dissection of transcriptional responses by performing Venn analysis of intersections between downregulated genes. We found that the downregulation of genes in response to the tested treatments has less intersections between treatments. Fifteen intersection gene subsets were identified, which is two less than in the upregulation response (**Figure 2B**). 

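In the downregulated genes of wild-type called by limma there were 8 intersections of treatments, 1 fewer than among the upregulated. They took in 464 of 2422 genes; 4 intersections held more than 10 genes and 2 more than 50. With the likelihood ratio test there were 18 intersections, 2 more than among the upregulated genes, with 580 of 2660 genes shared.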

At first, this number could indicate that downregulated genes are less stress-specific than upregulated ones. However, the number of specific genes that are downregulated indicates that this might not be the case because the percentages of specificity, calculated by dividing the number of genes downregulated in response to the treatment that are not shared with other treatments by the total number of genes downregulated by the treatment, are as follows: -Pi_pH6 (29.6%), +Pi_pH5 (6.8%), -Pi_pH5 (15%), +Al (51.2%) and ++Fe (72.1%). 

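Among downregulated genes the specificity in limma was 20% for -Pi_pH6 (1 of 5 genes, Wilson 95% interval 3.62% to 62.5%), 0% for +Pi_pH5 (0 of 5, up to 43.5%) and 16.2% for -Pi_pH5 (32 of 197, 11.8% to 22.0%). For +Al it was 49.7% (444 of 894, 46.4% to 52.9%), above the interval for upregulated genes in the same treatment. With library size only the intervals for +Al overlapped, at 39.7% to 46.9% for downregulated and 34.6% to 40.4% for upregulated genes. With only the libraries of the conditions compared they also overlapped (32.9% to 50.8% and 29.4% to 45.1%). For ++Fe the specificity was 77.2% (1481 of 1919, 75.2% to 79.0%), and for -Pi_pH6 the interval likewise overlapped that of the upregulated genes. The percentages from the likelihood ratio test were 21.4%, 7.5%, 16.1%, 51.5% and 73.5%, in the same order of treatments.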

Overall, it seems that the downregulation of expression is more treatment-specific for -Pi_pH6, +Al and ++Fe. The finding that there are less interaction subsets and more specificity responses indicates that one or more downregulated interaction subsets are larger than the intersection subsets of upregulated genes. This is the case of the downregulated “subset d” which doubles its size (125 genes) with respect to upregulated genes (61 genes) and contains genes whose expression is coordinately regulated under low Pi, +Al, ++Fe at pH 5 conditions. This indicates that the root downregulates a common set of genes, larger than the one it upregulates, when exposed to low Pi, low pH, Al-exposure and Fe-excess. 

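Subset d, the genes changed in common by -Pi_pH5, +Al and ++Fe, held 119 downregulated and 40 upregulated genes in limma. With the likelihood ratio test the upregulated subset d held 62 genes. With only the libraries of the conditions compared the subset fell to 11 downregulated and 5 upregulated genes. A further 4 genes were downregulated by every treatment except -Pi_pH6.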

The complete dissection with gene identifiers for downregulated and upregulated responses is included in **Supplementary Table 1**.

### STOP1 Has a Major Influence on the Transcriptomic Landscape in Response to Low Pi, Low pH, and Al-Exposure

Once we dissected the transcriptomic responses in the wild-type, we sought to analyze the effect of the *stop1* mutation on the regulation of transcription in response to the tested conditions (**Figure 3**). To gain further insights into the transcriptomic landscape of the upregulated response for each treatment, we generated heatmaps of the intersection subsets of more than 10 genes for both WT and *stop1* genotypes (**Figure 3**). 

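The wild-type and *stop1* libraries of the same treatment were compared with limma for the genes of each upregulated subset. In subset d, 21 of 40 genes were lower in *stop1* +Al than in wild-type +Al and 11 were higher (52.5% and 27.5%), with a median log2 difference of -0.545. With the subset taken from the calls of the likelihood ratio test, the test the paper names, 25 of 62 were lower and 22 higher (40.3% and 35.5%), with a median of 0.011. Among the 265 genes specific to +Al (subset c), 34.3% were lower and 27.5% higher. In subset b, shared by +Al and ++Fe, 13.7% of 503 genes were lower and 55.7% higher. The alternative that moved these shares most, with only the libraries of the conditions compared, gave 71.2% lower in subset c. Wild-type libraries both define the subsets and enter the comparison, which alone can lower *stop1* values. In 40 simulations without a difference between the genotypes, at most 4.24% of subset d, 5.68% of subset c and 3.07% of subset b were lower at the p that limits the real calls; the simulated subsets were other sets of genes, numbering 85 to 132, 490 to 1380 and 613 to 1145. With the genotype difference shared by all media kept, in 20 simulations, at most 10.3%, 3.65% and 3.16% were called lower.

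**Figure D3:**
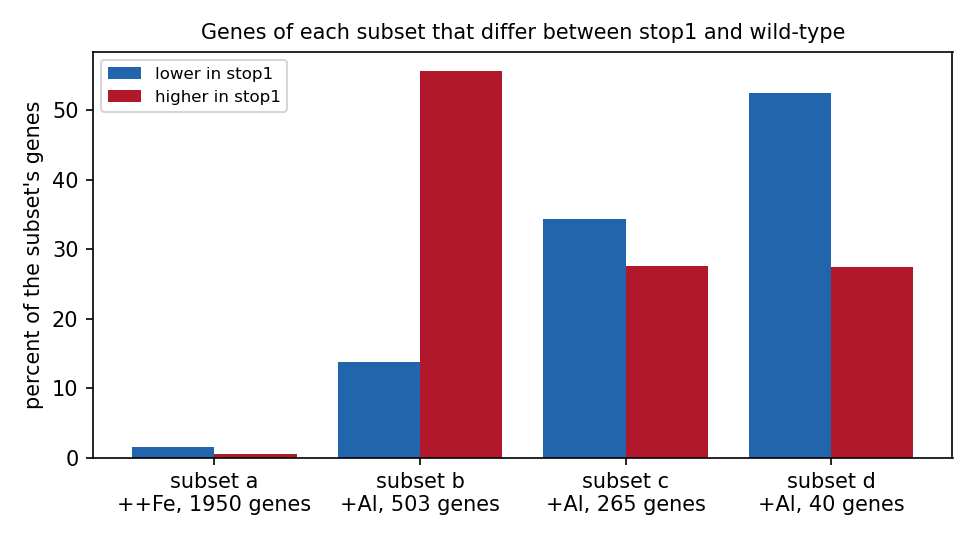
Percent of the genes in each upregulated subset (y axis) called lower (blue) or higher (red) in *stop1* than in wild-type by limma, under ++Fe for subset a (1950 genes) and under +Al for subsets b (503), c (265) and d (40). The blue bar is taller than the red in subsets a, c and d, and the red bar is taller in subset b (55.7% against 13.7%).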

Overall, we found that the response in *stop1* as compared to the wild-type, was mixed: 1) genes whose expression is downregulated in *stop1* with respect to the WT, which was visibly the major trend across all subsets (activated in the WT but not in *stop1*) and 2) genes whose expression is upregulated in *stop1* with respect to wild-type (**Figures 3A, B**). 

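Between *stop1* and wild-type in the same medium, limma with Benjamini-Hochberg adjustment called 12 genes higher and 27 lower in +Pi_pH6, 39 and 70 in -Pi_pH6, 20 and 63 in +Pi_pH5, and 49 and 71 in -Pi_pH5. In +Al 2288 genes were higher and 1825 lower in *stop1*. Exchanging the labels of the *stop1* +Pi_pH6 and +Pi_pH5 libraries, an alternative chosen after seeing the data, raised the +Pi_pH6 total from 39 to 105 and gave 65 higher and 56 lower in +Pi_pH5. In -Pi_pH6 the total was 217 with a replicate block, and higher genes then outnumbered lower ones. The likelihood ratio test (142 higher and 238 lower) and DESeq2's Wald test (126 and 277) kept more lower genes in -Pi_pH6. In -Pi_pH5 the balance also depended on the test, with 133 higher and 132 lower from the likelihood ratio test and 135 and 122 from DESeq2's Wald test. The interaction of genotype and +Al was called as a weaker response in *stop1* for 20 of 40 genes in subset d and for 62 of 265 in subset c, and as a stronger response for 4 and 36 genes. In the 62 genes of subset d from the likelihood ratio test, 19 had a weaker and 8 a stronger response. The median log2 fold change of subset d in +Al was 1.32 in wild-type and 0.59 in *stop1* against its own control.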

The finding that the expression of genes that belong to both stress-specific and shared subsets is downregulated in *stop1* seedlings (**Figures 3A, B**) is of major relevance because it indicates that the increased expression of these genes depends not only on the accumulation of STOP1 but also of other factors that are only activated by stress specific signaling pathways. Genes that are induced under all stress treatments and expression levels of which are dependent on the level of STOP1 accumulation, probably only require STOP1 to activate their transcription. In the case of genes that are stress-specific, the accumulation of STOP1 is insufficient to trigger expression, therefore, either other transcription factors activated by the specific stress are required to activate the expression of target genes or different post-translationally modified versions of STOP1 might exist that can differentially bind to the promoter sequence of the target genes in a stress-specific or more general manner.

**Figure 3:**
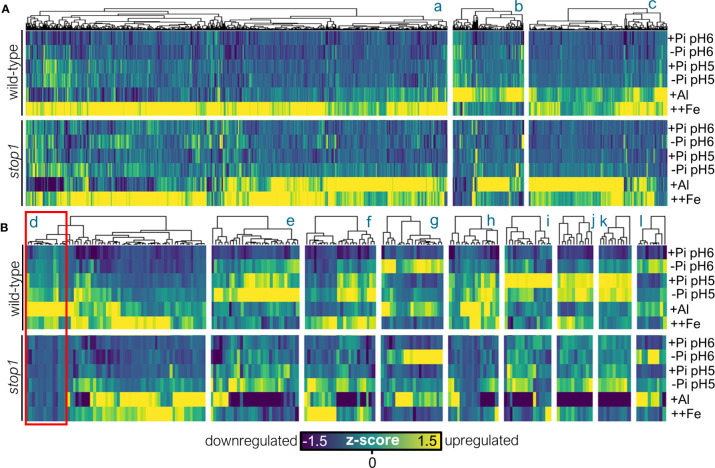
STOP1 has a major effect on the transcriptome landscape in response to low Pi, low pH and Al exposure conditions. **(A)** Upper panel: heatmap of normalized gene expression (z-score) in the roots of wild-type seedlings exposed to the indicated treatment. Differentially upregulated genes (FDR <.05) from upregulated subsets a-c (obtained from **Figure 2**) are presented and clustered using the Pearson method. Lower panel: heatmap of normalized gene expression (z-score) in the roots of *stop1* seedlings exposed to the indicated treatment. Differentially upregulated genes (FDR <.05) from upregulated subsets a-c (obtained from **Figure 2**) are presented and clustered using the Pearson method. The subsets a-c were obtained from the Venn analysis presented in **Figure 2A**, these are the stress-interaction or stress-specific subsets of genes upregulated in response to the tested treatments and have the same letter identifiers as in **Figure 2A**. **(B)** Upper panel: heatmap of normalized gene expression (z-score) in the roots of wild-type seedlings exposed to the indicated treatment. Differentially upregulated genes (FDR <.05) from upregulated subsets d-l (from **Figure 2**) are presented and clustered using the Pearson method. Lower panel: heatmap of normalized gene expression (z-score) in the roots of *stop1* seedlings exposed to the indicated treatment. Differentially upregulated genes (FDR <.05) from upregulated subsets d-l (obtained from **Figure 2**) are presented and clustered using the Pearson method. The subsets d-l were obtained from the Venn analysis presented in **Figure 2A**, these are the stress-interaction or stress-specific subsets of genes upregulated in response to the tested treatments and have the same letter identifiers as in **Figure 2A**.

The second major effect of the *stop1* mutation on the transcriptomic landscape in response to the tested treatments was the upregulation of genes with respect to wild-type, or in other words, an enhanced induction of genes in the roots of *stop1* seedlings in response to the tested stress conditions. This type of response was most evident in the case of subsets “b” and “c” which contain genes that are upregulated specifically by +Al treatment in which the expression of some genes is visibly more activated in *stop1* than in wild-type (**Figure 3A**). 

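In subset b the median log2 fold change in +Al was 1.06 in wild-type and 1.49 in *stop1* against its own control, and limma called a stronger response in *stop1* for 177 genes and a weaker one for 42. In subset c the medians were 0.82 and 0.64. Of the 768 genes of both subsets, 353 were higher and 160 lower in *stop1* +Al than in wild-type +Al. In simulated genotypes that respond alike, at most 6.81% of subset b and 2.6% of subset c were called higher, in simulated subsets of 1009 to 1071 and 1198 to 1346 genes that carry the genotype difference shared by all media.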

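The interaction of genotype and +Al, the difference between the 2 genotypes in their response to the treatment, was called by limma with Benjamini-Hochberg adjustment for 1784 genes, 910 with a higher and 874 with a lower log2 fold change in *stop1*. The largest number in 20 simulations of genotypes that respond alike was 23. With the *stop1* +Pi_pH6 and +Pi_pH5 labels exchanged the number was 1830, and the alternative that moved it most, only the libraries of the conditions compared, gave 992. The balance of signs depended on the test: 872 genes were higher and 1126 lower with the likelihood ratio test, and 917 and 1058 with DESeq2's Wald test; with edgeR's quasi-likelihood test (691 and 913) and a pseudocount of 0.1 (748 and 939), alternatives added after seeing the data, lower ones also outnumbered higher ones. Among the genes with the smallest p were *PA2* (AT5G06720), with 2.86 ± 0.23 CPM (SD, n = 2) in *stop1* +Pi_pH6 and 42.7 ± 10.9 in *stop1* +Al, and *HAK5* (AT4G13420), with 120.0 ± 38.2 CPM in wild-type +Al and 2.43 ± 0.97 in *stop1* +Al. Their interactions were 2.81 and -7.60 on the log2 scale (adjusted p = 3.2e-06 and 2.7e-09 from limma), and that of *DGR2*, which overlaps genes on the opposite strand, was -4.43 (1.3e-11). AT1G26410, whose control libraries held 3 and 0 reads in wild-type, had an interaction of 3.35 (1.7e-06 from limma) that was not called by edgeR's quasi-likelihood test (adjusted p = 0.48).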

We reasoned that this type of transcriptional response could be qualified as a hypersensitive transcriptional response of *stop1* to Al-toxicity. It is most likely that, under the Al treatment conditions that we tested, malate-independent mechanisms to ameliorate Al toxicity were activated in *stop1* mutants because they are defective in malate excretion. 

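In ++Fe 29 of the 1950 genes of subset a were called lower in *stop1* than in wild-type by limma and 10 were called higher, 1.49% and 0.51%. In simulations without a difference between the genotypes up to 0.52% were lower and up to 0.38% higher at the p that limits the real calls, in subsets of 1041 to 2021 genes. With the genotype difference shared by all media kept, up to 1.87% were lower and 2.70% higher, in subsets of 1070 to 1181 genes. The median log2 fold change of the subset was 0.82 in wild-type and 0.63 in *stop1* against its own control, and 58.0% of its genes had a lower mean in *stop1*, against 61.5% to 67.7% in the simulations without a difference. The interaction of genotype and ++Fe was called for 0 of these genes in either direction, and 218 of them had an unadjusted p under 0.05. Over all genes 976 had an interaction with ++Fe at an unadjusted p under 0.05.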

In the case of subset “a” which is specific to ++Fe treatment, the transcriptional response was similar in *stop1* and the WT, indicating that STOP1 does not play a specific role in the regulation of transcriptional responses specific to ++Fe excess.

To investigate a possible hypersensitive transcriptional response to +Al treatment in *stop1*, we determined the number of differentially expressed genes in the roots of *stop1* exposed +Al with respect to control conditions (+Pi_pH6, WT). 

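Against wild-type +Pi_pH6, limma with Benjamini-Hochberg adjustment called 3656 genes upregulated and 3736 downregulated in *stop1* +Al, 4.27 times the number in wild-type +Al. Against *stop1* +Pi_pH6, under its deposited label, 3691 were upregulated and 3974 downregulated, a ratio of 4.43. The alternative that moved the ratio most was the fit with only the libraries of the conditions compared, at 28.8 for the wild-type control; for the *stop1* control it called 8491 genes, against 254 in wild-type +Al. Which direction held more genes depended on the scaling: with library size only 4191 were upregulated and 3245 downregulated against wild-type +Pi_pH6, and 4295 and 3441 against *stop1* +Pi_pH6; with RLE normalization the numbers were 3820 and 3609, and 3864 and 3827. Both contrasts include the change of pH and of Pi between the media.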

We found that in *stop1* 3431 genes were upregulated and 3680 downregulated, accounting for 3.5 times more differentially expressed genes in the *stop1* mutant than the WT. Then, we compared upregulated genes in STOP1 and the WT (**Supplementary Figure 2**). We observed that 758 genes are upregulated in both WT and *stop1*, whereas 246 genes are upregulated only in the WT and 2673 genes are upregulated only in *stop1* (**Supplementary Figure 2**).

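Of the genes upregulated by +Al against wild-type +Pi_pH6 in limma, 624 were upregulated in both genotypes, 213 only in wild-type and 3032 only in *stop1*. With each genotype compared with its own control, the numbers were 625, 212 and 3066. The fit with only the libraries of the conditions compared moved these numbers most, to 76 genes in both genotypes and 65 only in wild-type. A gene called in only 1 genotype is not thereby shown to respond differently.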

To further understand the hypersensitive transcriptional response of *stop1* to Al-treatment we evaluated the two plant Al-tolerance responses that have been previously described: Al-exclusion, which focuses on preventing Al-entrance to the cell, and Al-detoxification, which focuses on detoxifying the cell once Al has crossed inside the plasma membrane (Kochian et al., 2015). We hypothesized that the hypersensitive transcriptional response to Al-treatment that is triggered in *stop1* mutants occurs because these mutants are defective in Al-exclusion which then leads to a hyper-activation of Al-detoxification. 

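*ALMT1* (AT1G08430) had 4.64 ± 1.81 CPM (SD, n = 2) in wild-type +Pi_pH6 and 215.0 ± 39.0 in wild-type +Al, a log2 fold change of 5.29 (standard error 0.21, adjusted p = 7.4e-11 from limma). The *stop1* +Al libraries held 1 and 0 reads of *ALMT1*, at least 1476-fold below wild-type +Al, and its interaction of genotype and +Al was called (adjusted p = 6.2e-09 from limma). *PGIP1* (AT5G06860) rose from 27.7 ± 3.63 to 412.2 ± 236.8 CPM in wild-type, a log2 fold change of 3.72 (adjusted p = 2.5e-06 from limma) that stayed between 3.10 and 4.34 with each library left out in turn. In *stop1* it rose from 3.65 ± 0.37 to 33.6 ± 3.61 CPM against its own control, a log2 fold change of 2.89 (5.4e-06 from limma). The paper compares *stop1* +Al with wild-type +Pi_pH6, whose 27.7 CPM of *PGIP1* lies close to these 33.6 CPM. The interaction of *PGIP1* was -0.83 (adjusted p = 0.38 from limma) and -0.21 without wild-type +Al replicate 2. *ALS3* (AT2G37330) had a log2 fold change of 1.43 in wild-type +Al (adjusted p = 7.9e-05 from limma) and -0.26 in *stop1* +Al against its own control (0.29); the latter was 0.23 with the *stop1* +Pi_pH6 and +Pi_pH5 labels exchanged. The wild-type value of *ALS3* moved most when a replicate of +Al was left out, to 1.079 or 1.779. *PGIP1* and *ALS3* each overlap a gene on the opposite strand. *MATE1* was not analysed here.
Over the 33 genes named in the paper and analysed here, 17 were called in wild-type +Al over all genes tested and 18 adjusted over the list alone. In *stop1* +Al against its own control the numbers were 23 and 23, and for the interaction 14 and 19. The paper chose many of these genes on these samples, so the counts adjusted over the list alone are not independent evidence.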

As expected, the expression of *ALMT1, MATE1, PGIP1, ALS3* that participate in preventing the entry of Al into root cell is only activated in wild-type and not in *stop1*. This was not a surprise because these genes have been previously reported to be downregulated in *stop1* mutants (Sawaki et al., 2009). We then analyzed the list of genes that are activated in response to +Al-treatment in *stop1* but not in WT and found genes coding for glutathione-S-transferases (*AT1G69920, AT1G10370, AT2G02380, AT2G47730*) which have been proposed to be involved in detoxifying Al-generated ROS (Daspute et al., 2017), a gene that codes for the tonoplast transporter *ALUMINUM SENSITIVE 1* (*ALS1; AT5G39040*) that contributes to Al-detoxification by sequestrating Al into the vacuole (Larsen et al., 2007; Huang et al., 2012) and *MONODEHYDROASCORBATE REDUCTASE* (*MDAR1; AT3G52880)* a gene whose product is related with hydrogen peroxide detoxification (Daspute et al., 2017). These results further support the hypothesis that Al-detoxification is induced in the root when Al-exclusion is defective or insufficient to prevent the entry of Al into the root.

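None of the glutathione-S-transferase genes *GSTU12* (AT1G69920), *ERD9* (AT1G10370), *GSTZ2* (AT2G02380) and *GSTF8* (AT2G47730), nor *ALS1* or *MDAR1*, was called in wild-type +Al by limma, with log2 fold changes of -0.16 (*MDAR1*) to 0.35 (*GSTU12*). Against its own control, under the deposited label, *stop1* +Al raised all of them. *GSTU12* rose from 1.58 ± 0.57 CPM (SD, n = 2) to 25.7 ± 4.36, a log2 fold change of 3.38 (adjusted p = 7.2e-05 from limma). The log2 fold change was 1.22 for *ERD9* (0.0049), 0.82 for *GSTZ2* (0.021), 0.66 for *GSTF8* (0.00093), 0.59 for *ALS1* (0.0013) and 0.54 for *MDAR1* (0.00025 from limma). With the *stop1* +Pi_pH6 and +Pi_pH5 labels exchanged, *GSTZ2* was no longer called (adjusted p = 0.077 from limma). The interaction of genotype and +Al was called for *GSTU12* (3.03, adjusted p = 0.015), *GSTF8* (0.74, 0.02), *ALS1* (0.63, 0.034) and *MDAR1* (0.69, 0.0029 from limma), and not for *ERD9* (adjusted p = 0.16) or *GSTZ2* (0.48). *ERD9* overlaps *GST29* on the same strand, and *GSTF8* overlaps another gene on the same strand. From genes of Al-exclusion that stay off in *stop1* and genes of Al-detoxification that are activated there, the paper proposes that detoxification is induced when exclusion is defective.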

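The *stop1* response to ++Fe differed from the wild-type response in 10 genes in limma, 4 with a higher and 6 with a lower log2 fold change in *stop1*, and up to 16 were called in simulated genotypes that respond alike. The interaction was called for 0 genes in -Pi_pH6, 0 in +Pi_pH5 and 4 in -Pi_pH5; at an unadjusted p under 0.05 these treatments had 711, 772 and 841. Between *stop1* and wild-type in ++Fe 65 genes were higher and 183 lower. The interactions numbered 6, 5, 21 and 45 for -Pi_pH6, +Pi_pH5, -Pi_pH5 and ++Fe with edgeR's likelihood ratio test, and 11, 3, 24 and 46 with DESeq2's Wald test. All of them rest on *stop1* +Pi_pH6 under its deposited label; with the *stop1* +Pi_pH6 and +Pi_pH5 labels exchanged, 53 genes were called for +Pi_pH5. Among the genes of the ++Fe interaction with the smallest p were *HAK5* (-3.21, adjusted p = 0.0027 from limma), *DGR2* (-1.25, 0.0027), AT5G01740 (2.00, 0.013) and *CP1* (AT4G36880; 2.84, 0.014). *CP1* was no longer called with the labels exchanged (adjusted p = 0.069 from limma), and *DGR2* overlaps genes on the opposite strand.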

We observed that the transcriptional response to ++Fe treatment in *stop1* was the least affected of all the conditions tested (**Figure 2**), but also that a portion of Fe-responsive genes were hyper-activated in the roots of Al-treated *stop1* seedlings. This indicates that there are detoxification mechanisms that contribute to both Al and Fe tolerance and are more active when STOP1 is missing most likely because Al- and Fe-exclusion mechanisms are defective in *stop1*. By using hierarchical clusterization, we determined the set of Fe-responsive genes that are hyper-activated in the roots of Al-treated *stop1* seedlings (**Supplementary Table 1**). Among these genes, we found several genes related to metal and oxidative stress detoxification including *ASCORBATE PEROXIDASE 1 (APX1)* whose mutants are defective in H_2_O_2_-scavenging and in which cytosolic protein oxidation occurs (Davletova et al., 2005), and several genes coding for glutathione-S-transferases (*GST8, GST25, GST29, GSTL3)* that have been related with detoxification of Al-induced ROS (Daspute et al., 2017) and *DEHYDROASCORBATE REDUCTASE 2 (DHAR2)* a gene that is related with the modulation of cellular redox states under oxidative stress conditions (Noshi et al., 2017). 

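In wild-type ++Fe *APX1* (AT1G07890) rose from 955.7 ± 48.7 CPM (SD, n = 2) to 1562 ± 152, a log2 fold change of 0.71 (adjusted p = 0.0021 from limma). Also upregulated were *GST8* (AT1G78380; 1.99), *GST25* (AT2G29420; 1.57), *GSTL3* (AT5G02790; 0.66) and *DHAR2* (AT1G75270; 0.46), with adjusted p of 0.041 (*DHAR2*) or lower from limma. *GST29* (AT1G10360) was not called in ++Fe (0.86, adjusted p = 0.071 from limma), and was with the likelihood ratio test (1.25, 0.042). In *stop1* +Al the genes were compared with *stop1* +Pi_pH6 under its deposited label. *APX1* rose from 1078 ± 17.2 to 2004 ± 31.1 CPM, a log2 fold change of 0.90 (0.0001 from limma), and the other log2 fold changes were 1.39 for *GST8* (4.3e-05), 1.53 for *GST25* (3.9e-07) and 1.06 for *GST29* (0.017). *GSTL3* (-0.01, adjusted p = 0.98) and *DHAR2* (0.27, 0.19 from limma) were not called, and the sign for *GSTL3* differed between alternatives. Against wild-type +Al all 6 were higher in *stop1* +Al, by 0.36 for *GSTL3* to 1.65 for *GST25* on the log2 scale (adjusted p = 0.02 for *GSTL3*, lower for the others, from limma). The interaction was called for *APX1* (0.70, adjusted p = 0.04), *GST8* (1.06, 0.027) and *GST25* (1.51, 0.00018 from limma), and not for *GST29* (0.081), *GSTL3* (0.95) or *DHAR2* (0.43). That of *GST29* was called with the *stop1* +Pi_pH6 and +Pi_pH5 labels exchanged (0.045 from limma). *GST29* overlaps *ERD9* on the same strand, and *GST25* and *GSTL3* overlap genes on the opposite strand.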

Because Fe-excess and Al-toxicity can occur simultaneously in acidic soils and both metals are potent elicitors of oxidative stress, these genes represent interesting candidates that contribute to the detoxification of ROS in response to Fe/Al-induced oxidative stress. The full list of genes is included in **Supplementary Table 1**.

### Genes Encoding Proteins With Kinase Activity, Detoxification, Transport, Phosphate Starvation Response, and Cell Wall Related Processes Are Upregulated in Response to Low Pi, Low pH, and Al Treatment

Because low pH, low Pi and Al responses were the most transcriptionally affected in the roots of *stop1*, we sought to determine the genes that are activated in the wild-type in response to low Pi, low Pi and Al, to analyze their gene expression pattern in wild-type and *stop1* backgrounds and then perform a Gene Ontology (GO) enrichment analysis. With this aim, we first clustered gene subsets from our previous transcriptomic dissection by their specific response to low Pi, low pH or Al treatment. We named these subsets the *Aluminum response*, the *low pH response* and the *low Pi response* (**Figure 4**). In the case of the low pH response we analyzed the genes that respond to pH 5 across all treatments (subsets h + i + j + k + q + r), for the low Pi response we analyzed the genes that respond to low Pi across all treatments (subsets e + l + n + o + t) and for Aluminum response we analyzed the genes that respond to Al or to Al and Fe treatment (subsets b + c). We then carried out the GO enrichment analysis of the biological processes, molecular function and cellular components associated with the encoded proteins of the genes that belong to each transcriptional response subset. We present a summary of functional categories (**Figures 4A–C**) that were activated for each response, grouped by biological process, molecular function and cellular component, the complete GO analysis including category names and identifiers (**Supplementary Table 1**). Furthermore, to get a notion of the changes in expression of the genes involved in such response in *stop1* vs WT, we generated graphs of the behavior of expression of each gene under each specific condition for the two tested genotypes and fitted a trend-line of the overall behavior of gene expression (**Figures 4A–C**).

**Figure 4:**
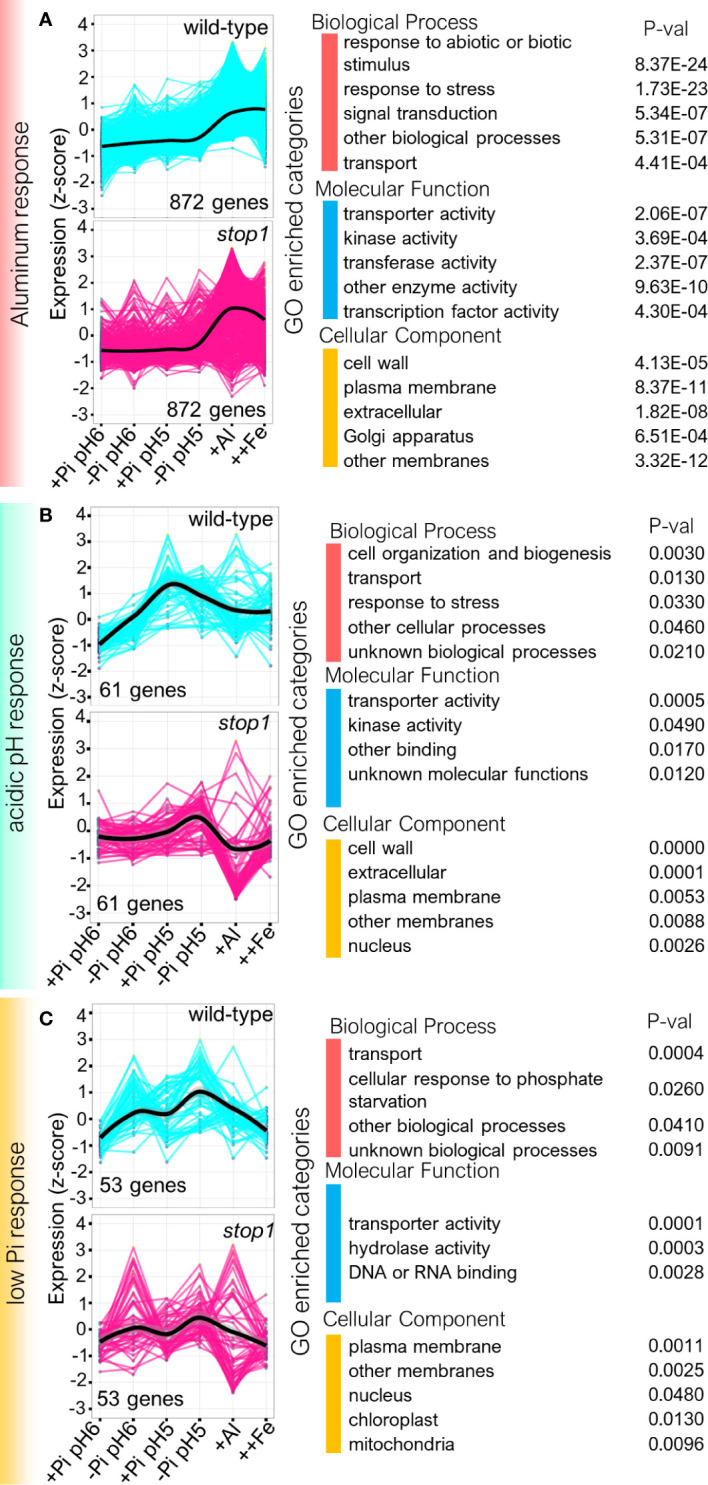
Expression profiling and Gene ontology (GO) analysis of the transcriptionally upregulated processes in the roots of wild-type and *stop1* seedlings in response to low Pi, low pH and Al. **(A)** GO profiling of genes whose expression is significantly induced in wild-type (FDR < 0.05) in response to Al or to Al and Fe treatment (subsets b + c from **Figure 2A**) this gene set is referred to in the text and the figure as the *Aluminum response*. Left: Normalized expression profiles (z-score; y-axis) of *Aluminum response* genes in the roots of wild-type and *stop1* seedlings in response to the tested treatments (x-axis). Right: Summary of GO analysis performed using the Classification SuperViewer with Bootstrap (see Materials and Methods). For the complete analysis including GO categories for each of the classes presented and gene identifiers see **Supplementary Table 1**. **(B)** GO profiling of genes whose expression is significantly induced in wild-type (FDR < 0.05) in response to pH 5 across all treatments (subsets h + i + j + k + q + r from **Figure 2A**), this gene set is referred to as the *acidic pH response*. Left: Normalized expression profiles of *acidic pH response* genes (z-score; y-axis) in the roots of wild-type and *stop1* seedlings in response to the tested treatments (x-axis). Right: Summary of GO analysis performed using the Classification SuperViewer with Bootstrap (see Materials and Methods). For the complete analysis including GO categories for each of the classes presented and gene identifiers see **Supplementary Table 1**. **(C)** GO profiling of genes whose expression is induced in low Pi across all treatments (subsets e + l + n + o + t from **Figure 2A**), this gene set is referred to in the text as *low Pi response*. Left: Normalized gene expression profiles of *low Pi response* (z-score; y-axis) in the roots of wild-type and *stop1* seedlings in response to the tested treatments (x-axis). Right: Summary of GO analysis performed using the Classification SuperViewer with Bootstrap (see Materials and Methods). Significantly enriched GO processes have a P-value <0.05. For the complete analysis including GO categories and gene identifiers see **Supplementary Table 1**.

For the case of the response to acidic pH (**Figure 4B**) we found enriched categories in biological processes related to cell organization and biogenesis, transport and response to stress, GO enriched categories for this gene set included [GO:0048768] root hair cell tip growth, [GO:0042545] cell wall modification, [GO:0006810] transport and [GO:0006979] response to oxidative stress. Molecular functions related to transporter activity and kinase activity were also enriched in the set of genes that are responsive to acidic pH. Moreover, the genes that code for enzymes whose products are targeted to the cell wall and extracellular space were the most enriched cellular components in the low pH response. 

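With the limma calls the low pH response, taken from the intersections that the paper groups under that name and that include +Pi_pH5 without -Pi_pH6, held no gene. It was therefore taken from the calls of edgeR's likelihood ratio test, with 59 genes. Of these, 98.3% had a lower mean in *stop1* +Pi_pH5 than in wild-type +Pi_pH5, with a median log2 difference of -0.43, and limma called 5 lower and 0 higher, with 27 different at an unadjusted p under 0.05. With the *stop1* +Pi_pH6 and +Pi_pH5 labels exchanged, 9 genes were called lower and the median was -0.57. In -Pi_pH5 71.2% had a lower mean in *stop1*, with a median of -0.16, and again 5 were called lower. The median log2 fold change in +Pi_pH5 was 0.92 in wild-type and 0.12 in *stop1* against its own control. The wild-type libraries that define the set enter these comparisons.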

The gene expression graphic and trendline show that the response to low pH is severely downregulated in *stop1* mutants across all the treatments tested (**Figure 4B**). These data highlight a role for the genes that code for cell wall proteins, kinases and transport related processes in root acclimation to acidic conditions.

The GO analysis of the Aluminum response (**Figure 4A**) indicates that, overall, biological processes related to stress responses are activated in the root in response to Aluminum stress conditions, including categories like responses to hydrogen peroxide [GO:0042542], salt stress [GO:0009651] and oxidative stress [GO:0006979]. In the specific case of the response to hydrogen peroxide we found two genes coding for transcription factors that belong to the family of *HEAT SHOCK FACTOR (HSF)*, namely, *HSFA1E* and *HSFA3*. 

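*HSFA1E* (AT3G02990) rose from 6.90 ± 0.67 CPM (SD, n = 2) in wild-type +Pi_pH6 to 15.2 ± 5.58 in +Al, a log2 fold change of 0.99 (adjusted p = 0.0042 from limma); without wild-type +Al replicate 2 it was 0.64. The log2 fold change of *HSFA3* (AT5G03720), which overlaps a gene on the opposite strand, was 1.2 (adjusted p = 0.0057 from limma). In *stop1* +Al against its own control they rose by 1.79 and 1.83, and neither interaction was called (adjusted p = 0.11 and 0.36 from limma). With the *stop1* +Pi_pH6 and +Pi_pH5 labels exchanged, the interaction of *HSFA1E* was called (0.044 from limma).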

The HSF-family of transcription factors has been related to the response to a myriad of abiotic stresses including heat, drought, hypoxia and oxidative stress (Guo et al., 2016). The expression of *HSFA1E* has been reported to be upregulated in response to H_2_O_2_ treatment and a quadruple mutant of *HSFA1A/B/D/E* was reported to be more sensitive to H_2_O_2_ treatment than the wild-type (Liu et al., 2011) confirming a role of this subfamily of transcription factors in the response to hydrogen peroxide. In the case of *HSFA3*, it was demonstrated that overexpression of its transcriptional activator DREB2C (Chen et al., 2010), a transcription factor involved in the response to drought, upregulates *HSFA3* expression and confers tolerance oxidative stress (Hwang et al., 2012). Interestingly, we observed that *DREB2C* expression was also upregulated in response to Al treatment (**Supplementary Table 1**), suggesting an overlap in drought-activated responses and Al^3+^ stress. It is likely that these changes occur because both stresses lead to oxidative stress inside the cell. 

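*DREB2C* (AT2G40340) rose from 7.28 ± 2.80 CPM (SD, n = 2) in wild-type +Pi_pH6 to 26.7 ± 8.87 in +Al, a log2 fold change of 1.75 (standard error 0.27, adjusted p = 0.00048 from limma). In *stop1* it rose from 3.47 ± 0.39 to 39.3 ± 8.99 CPM. The interaction of 1.41 was called (adjusted p = 0.029 from limma), but not with the *stop1* +Pi_pH6 and +Pi_pH5 labels exchanged (0.087). *DREB2C* was also upregulated in wild-type ++Fe, by 1.03 (0.013 from limma).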

The *HSF* family of transcription factors activate the expression of *HEAT SHOCK PROTEINS* (*HSP)* which act as chaperones that regulate the folding, localization, accumulation and aggregation of proteins during stress conditions, including oxidative stress (Al-Whaibi, 2011). We found that 4 *HSP* genes (*HSP21, HSP70, AT1G52560, AT2G29500)* which also belong to the hydrogen peroxide response were upregulated in response to Al^3+^ treatment. It is likely that Heat Shock (HS) related proteins protect the cell from oxidative stress during Al toxicity, however, further experimentation with HSFs and HSPs is required to better understand the role of HS related proteins in the tolerance to Al^3+^ stress.

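Of these 4 genes, *HSP70* (AT3G12580) was called in wild-type +Al by limma, with 36.0 ± 5.38 CPM (SD, n = 2) in +Pi_pH6 and 108.5 ± 53.1 in +Al, a log2 fold change of 1.48 (adjusted p = 0.023) that was 0.97 without wild-type +Al replicate 2. *HSP21* (AT4G27670) had 0 reads in either control library and 0 and 155 reads in +Al replicates 1 and 2 (adjusted p = 0.29 from limma), so without replicate 2 it was listed at 0 in both conditions. AT1G52560 had 3 and 166 reads in +Al, and its log2 fold change of 1.29 (adjusted p = 0.32 from limma) was -0.13 without replicate 2. AT2G29500 had 77 and 743 reads in +Al and 64 and 30 in the control, a log2 fold change of 2.04 (0.072 from limma) that was 0.69 without replicate 2. AT2G29500 was called by edgeR's likelihood ratio test (adjusted p = 0.0015) and quasi-likelihood test (0.024), and *HSP21* and AT1G52560 by neither.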

In the case of molecular processes activated in the Aluminum response gene set (**Figure 4A**), we found that the transcript levels of several proteins with kinase activity are increased by Al stress. The upregulation of genes that code for kinases agrees with previous works reporting the involvement of protein phosphorylation in the response of plants to Al^3+^ stress (Osawa and Matsumoto, 2001; Panda and Achary, 2014; Ligaba-Osena et al., 2017). Among the multiple genes coding for kinases enriched in the Aluminum response we found *PROLINE RICH LIKE EXTENSION KINASE 4* (*PERK4*) whose mutant, *perk4*, has reduced sensitivity to abscisic acid (ABA) including reduced inhibition of root growth in response to ABA treatment (Bai et al., 2009). *perk4* mutants have lower cytosolic concentration of Ca^2+^ which causes defects in Ca^2+^-mediated ABA signaling (Bai et al., 2009). 

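*PERK4* (AT2G18470) had 8 and 2 reads in the wild-type +Pi_pH6 libraries and 53 and 23 in wild-type +Al, a log2 fold change of 1.19 (standard error 0.31, adjusted p = 0.022 from limma). Without wild-type +Al replicate 1 the value was 0.71. In *stop1* +Al it was 0.15 against its own control, and the interaction was not called (adjusted p = 0.17 from limma).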

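*CIPK17* (AT1G48260) had 5.35 ± 2.46 CPM (SD, n = 2) in wild-type +Pi_pH6 and 12.6 ± 1.83 in wild-type +Al, a log2 fold change of 1.14 (adjusted p = 0.028 from limma) that was 0.74 without wild-type +Pi_pH6 replicate 2. It also rose in wild-type ++Fe, by 1.30 (adjusted p = 0.0063 from limma). In *stop1* +Al the log2 fold change was 2.43 against its own control, and the interaction was not called (adjusted p = 0.084 from limma).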

Interestingly, we also found that the expression of another Ca^2+^-signaling kinase *CBL-INTERACTING KINASE 17* (*CIPK17)* was induced in response to Al. *CIPK17* has been reported to participate in a signaling module that controls Ca^2+^ influx and regulates ABA-signaling during stomatal closure (Song et al., 2018). Moreover, the expression of *CALCINEURIN B-LIKE PROTEIN 1 (CBL1)* was also induced in response to Al, *cbl1* mutants have increased sensitivity to Al^3+^ toxicity and have downregulated expression of *CIPK17* (Ligaba-Osena et al., 2017). 

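*CBL1* (AT4G17615), which overlaps another gene on the same strand, had 18.6 ± 1.73 CPM (SD, n = 2) in wild-type +Pi_pH6 and 33.4 ± 8.29 in wild-type +Al, a log2 fold change of 0.79 (adjusted p = 0.0048 from limma). It rose by 1.14 in wild-type ++Fe and by 1.17 in *stop1* +Al against its own control, and the interaction with +Al was not called (adjusted p = 0.42 from limma).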

CBL1-CIPK17 have been reported to interact *in vivo* (Kolukisaoglu et al., 2004). Our results agree with previous findings that *CBL1* has a role in the activation of Al-tolerance and suggest a role for Ca^2+^-signaling, ABA-signaling and CBL1-CIPK17 signaling in the Al^3+^-toxicity response. Interestingly, Ca^2+^-signaling has also been reported to be involved in the early response to low pH (Lager et al., 2010). Further experimentation is required to more clearly understand the role of these signaling processes in the root tolerance to Al-stress.

The most enriched biological processes in the response to low Pi (**Figure 4C**) were transport and cellular response to phosphate starvation, including GO categories like [GO:0055085] transmembrane transport and [GO:0016036] cellular response to phosphate starvation. Transporter activity, hydrolase activity and DNA/RNA binding were the most enriched molecular functions. With respect to the cellular components, the plasma membrane was the most enriched organelle in the response to low Pi. 

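The low Pi response, the genes upregulated in -Pi_pH6 or -Pi_pH5 in the intersections without +Pi_pH5 that the paper groups under that name, held 33 genes with the limma calls. In -Pi_pH5 63.6% of them had a lower mean in *stop1* than in wild-type, with a median log2 difference of -0.09, and in -Pi_pH6 48.5% were lower, with a median of 0.002. Limma called 0 of them different between the genotypes in either medium, with 9 in -Pi_pH5 and 8 in -Pi_pH6 at an unadjusted p under 0.05. With the calls of edgeR's likelihood ratio test the response held 58 genes, of which 72.4% and 63.8% had a lower mean in *stop1* in -Pi_pH5 and -Pi_pH6, and 0 were called, with 17 and 14 at an unadjusted p under 0.05. The median log2 fold change of the 33 genes in -Pi_pH6 was 0.71 in wild-type and 0.24 in *stop1* against its own control.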

Most of the low Pi-specific response is downregulated in the roots of *stop1* seedlings (**Figure 4C**). An interesting observation is that Fe excess cannot trigger the expression of Pi-responsive genes suggesting that Fe is not the trigger for the root responses to low Pi. To corroborate this, we analyzed the expression changes in response to the tested treatments of four genes that are well known to be induced by low Pi, *SPX DOMAIN GENE 1 (SPX1), PHOSPHATE TRANSPORTER 1;4, (PHT1;4) PHOSPHOLIPASE D ZETA 2 (PLDZ2), GLYCEROPHOSPHODIESTER PHOSPHODIESTERASE (GDPD1)* and *SULFOQUINOVOSYLDIACYLGLYCEROL 1 (SQD1)* (**Supplementary Figure 3**). 

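*SPX1* (AT5G20150) had 5.40 ± 0.50 CPM (SD, n = 2) in wild-type +Pi_pH6, 149.8 ± 78.4 in -Pi_pH6, 47.5 ± 8.87 in -Pi_pH5 and 13.1 ± 5.93 in ++Fe. Its log2 fold changes were 4.46 in -Pi_pH6 (adjusted p = 1.2e-06 from limma), 2.91 in -Pi_pH5 (0.00015) and 1.07 in ++Fe (0.029), the last of them 0.63 without wild-type ++Fe replicate 1. Those of *PHT1;4* (AT2G38940) were 2.30, 1.5 and 0.90, those of *GDPD1* (AT3G02040), which overlaps a gene on the opposite strand, 2.99, 1.58 and 0.89, and those of *SQD1* (AT4G33030) 1.25, 0.57 and -0.08. All were called by limma except *SQD1* in ++Fe, and *PHT1;4* in ++Fe was 0.60 without replicate 1. The ++Fe medium held 0.1 mM Pi. None of the 4 was called in +Pi_pH5. In +Al, whose medium held 0 mM Pi, they rose by 3.90, 2.00, 2.55 and 0.96, all called by limma. *PLDZ2* was not analysed here.

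**Figure D4:**
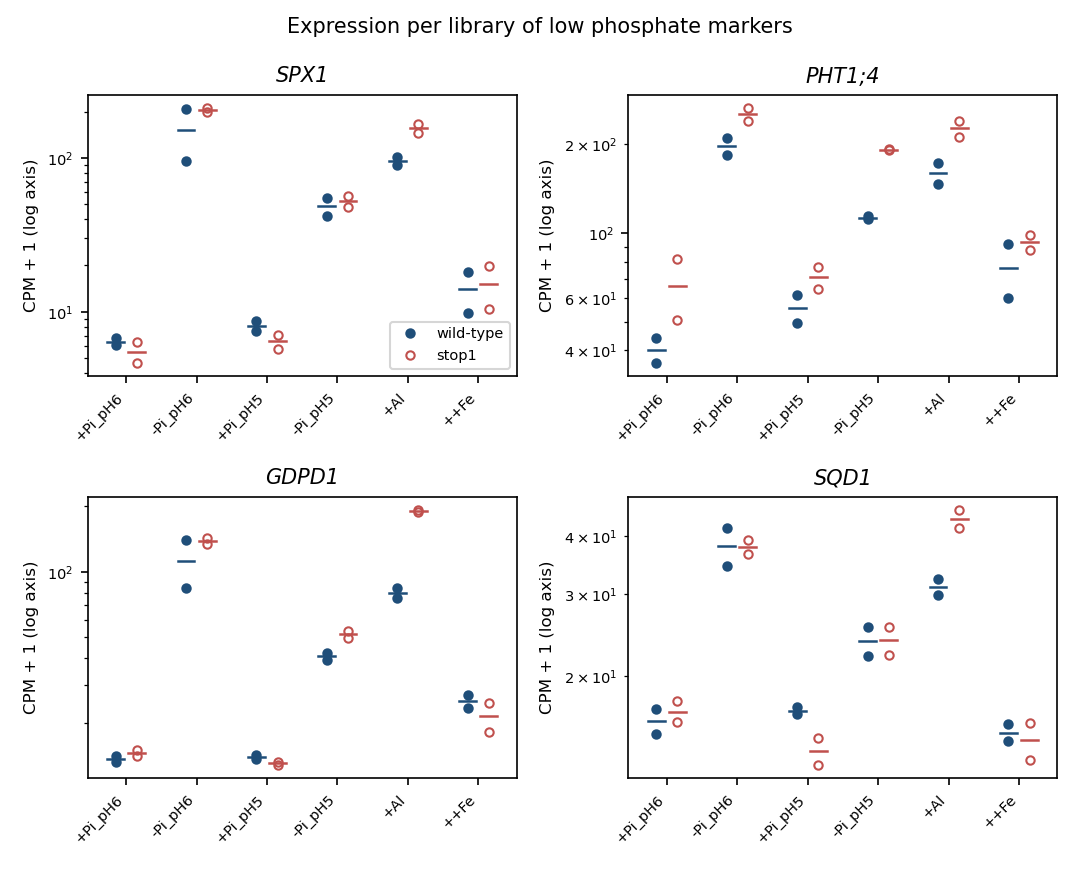
CPM + 1 (y axes, log scale) of *SPX1*, *PHT1;4*, *GDPD1* and *SQD1* in each medium (x axes), with 1 point per library in wild-type (filled) and *stop1* (open, under the deposited labels) and a line at the mean of 2 replicates. Wild-type *SPX1* lies at a mean of 149.8 CPM in -Pi_pH6, 47.5 in -Pi_pH5, 94.7 in +Al and 13.1 in ++Fe, against 5.40 in +Pi_pH6.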

The analysis showed that the expression of these 4 genes was only upregulated by low Pi conditions at both pH 6 and pH 5 and that ++Fe treatment was unable to upregulate their expression to the same extent of Pi-limiting conditions. These results agree with a previous report in which it was demonstrated that Fe does not trigger *SPX1* expression under low Pi conditions (Godon et al., 2019).

### STOP1 Activates a Specific Set of Targets in Response to Low pH, Low Pi, and Al-Exposure

Using DNA affinity purification sequencing technique (DAP-seq), a recent study reported a set of 1280 genes defined as STOP1-targets, because STOP1 binds their regulatory (promoter/cis) sequence (O’Malley et al., 2016). To determine which DEGs identified for the different treatments use in this study are direct targets of STOP1, we integrated the DAP-Seq data into our analysis (**Figure 5**). Out of 1280 STOP1-targets defined by DAP-Seq, 294 have differential expression in response to at least one of the conditions tested in our study. We then generated a heatmap to visually inspect the differences between the wild-type and *stop1* genotypes (**Figure 5A**). A subset of 76 co-expressed genes, marked in red in **Figure 5A**, showed upregulation in response to the tested treatments in the WT but not in s*top1* (**Figure 5A**). The effect of the *stop1* mutation in the expression of these genes is more evident when observed in a graph of expression vs treatment (**Figure 5B**). Moreover, the level of expression of these genes correlates with the increase in STOP1 accumulation (**Figure 1B**). Overall, these data suggest that this specific subset is integrated by genes that are direct targets of STOP1 whose expression is proportional to STOP1-accumulation. As the expression of these genes is upregulated by STOP1 in response to low Pi, low pH and Al-exposure, these genes apparently only require the accumulation of STOP1 and do not require of other factors stress-specific factors. 

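*STOP2* (AT5G22890) rose from 27.0 ± 2.68 CPM (SD, n = 2) in wild-type +Pi_pH6 to 57.5 ± 10.09 in +Al, and *GDH1* (AT5G18170), which overlaps a gene on the opposite strand, from 43.5 ± 0.83 to 167.7 ± 17.0. Their log2 fold changes were 1.06 (adjusted p = 0.0014) and 1.92 (1.2e-08 from limma). *GDH2* (AT5G07440) rose by 0.84 (adjusted p = 0.0067 from limma), or 0.55 without wild-type +Al replicate 2. In *stop1* +Al, *STOP2* was listed at 0 in both libraries, at least 395-fold below wild-type +Al. *GDH1* fell by 0.31 in *stop1* +Al against its own control (adjusted p = 0.035 from limma), a change not called with the *stop1* +Pi_pH6 and +Pi_pH5 labels exchanged (0.14). The interaction with +Al was called for *STOP2* (adjusted p = 0.0019), *GDH1* (2.3e-07) and *GDH2* (0.031 from limma), for *GDH2* only under the deposited labels (0.25 when exchanged). In -Pi_pH5 *ALMT1* rose by 2.09 in wild-type (adjusted p = 4.9e-05 from limma) and *PGIP1* by 1.5 (0.04), and in ++Fe *ALMT1* rose by 1.93 (6.7e-06) and *PGIP1* by 2.81 (2.3e-05 from limma). *RAE1* was not analysed here.

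**Figure D5:**
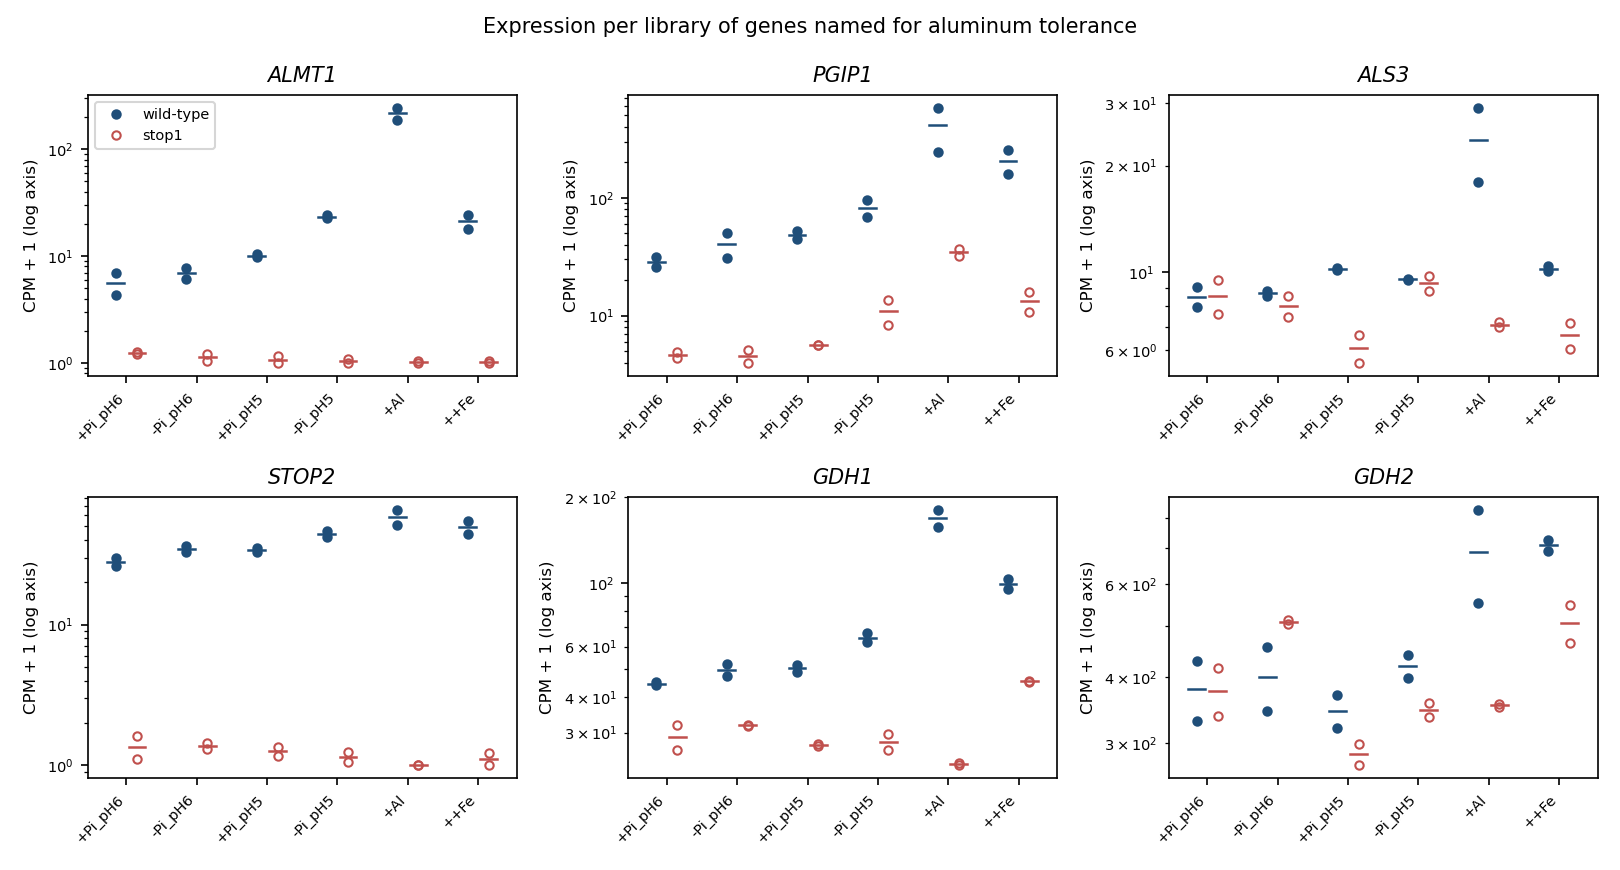
CPM + 1 (y axes, log scale) of *ALMT1*, *PGIP1*, *ALS3*, *STOP2*, *GDH1* and *GDH2* in each medium (x axes), with 1 point per library in wild-type (filled) and *stop1* (open, under the deposited labels) and a line at the mean of 2 replicates. The wild-type mean of *GDH1* is 167.7 CPM in +Al against 43.5 in +Pi_pH6, and *STOP2* is listed at 0 CPM in both *stop1* +Al libraries.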

Further support of this notion came from the fact that genes, such as *ALMT1, ALS3, STOP2, PGIP1, GDH1/2* (Iuchi et al., 2007; Sawaki et al., 2009) and *RAE1* (Zhang et al., 2019), for which experimental evidence shows that STOP1 binds to their promoter sequences are included in this subset. In the specific case of *ALMT1* and *RAE1*, it has been demonstrated both *in vitro* and *in vivo* that STOP1 binds to their promoter region (Tokizawa et al., 2015; Balzergue et al., 2017; Zhang et al., 2019).

**Figure 5:**
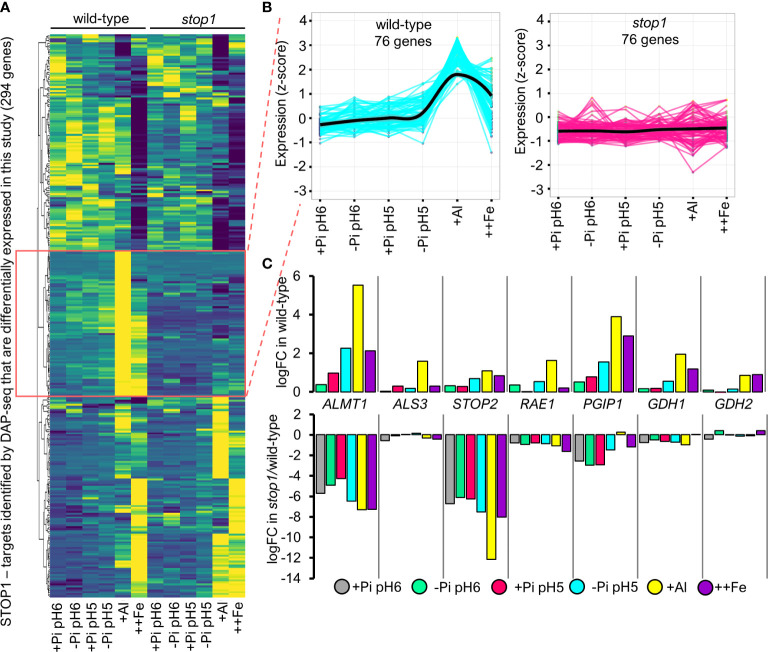
STOP1 triggers the expression of a specific set of its targets that correlate with its accumulation and are important for root tolerance in response to abiotic stress factors prevalent in acidic soils. **(A)** Heatmap of normalized gene expression (z-score) of 294 STOP1-target genes that are differentially expressed under any of the tested treatments (FDR <.05) identified by DNA Purification Affinity (O’Malley et al., 2016). Pearson clusterization was used to cluster genes with similar expression profiles, 5 gene subsets were obtained and the subset of 76 genes that correlate with STOP1 accumulation is highlighted. Gene identifiers and description of the 5 resulting subsets of STOP1-targets is included in **Supplementary Table 1**. **(B)** Normalized gene expression profiles (z-score; y-axis) of the subset of 76 STOP1-targets highlighted in **(A)** of wild-type and *stop1* seedlings in response to the tested treatments (x-axis). **(C)** Changes in the expression in log2 of fold change (logFC) of STOP1-targets in response to the indicated treatments with respect to the expression in control conditions (+Pi_pH6 treatment in wild-type). A table with the logFC of the 294 STOP1-targets is included in **Supplementary Table 1**.

The finding of STOP1-targets whose expression does not correlate with STOP1-accumulation suggests that some STOP1-targets require the presence of other transcription factors or interacting proteins to be activated. Two additional possible explanations for the finding of STOP1-targets that do not correlate with STOP1-acummulation is that STOP1 activates these additional targets in other tissues or in response to other types of stress that STOP1 responds to, including hypoxia and salt stress (Enomoto et al., 2019; Sadhukhan et al., 2019). However, because STOP1 regulation appears to be mainly post-translational (Godon et al., 2019; Zhang et al., 2019), differential activation of gene expression may also happen through a differential interaction with other transcription factors or regulating protein interactors. A fourth possible explanation is that some of these STOP1-targets are activated early in response to the treatments that we tested, and we were not able to detect them at the time that we harvested the tissue (16h) but in that case their expression would be mainly determined by the early presence of a transcription factor other than STOP1. Full list of STOP1-targets that are differentially expressed in our dataset is included in **Supplementary Table 1**.

## Discussion

### Transcriptional Profiling Provided Insights in the Regulation of Gene Expression in Response to Abiotic Stress Factors Prevalent in Acidic Soils

Acidic soils represent a challenge for modern agriculture, especially for developing countries of the tropical and subtropical areas of the world (von Uexküll and Mutert, 1995). In this work, we report a dissection of root transcriptional responses to the conditions present in acidic soil conditions, namely acidic pH, low Pi availability, Aluminum toxicity and Fe excess. We described an interesting subset of genes (**Figure 2**; subset d) for which expression is differentially regulated by all the factors that affect plant growth and development in acidic soils (low Pi, low pH, Al-toxicity and Fe-excess). This subset of genes includes genes previously demonstrated to play an important role in adaptation to low Pi, low pH and Al-tolerance such as *ALMT1* and *STOP2* (Kobayashi et al., 2014; Balzergue et al., 2017; Mora-Macías et al., 2017), but we also identified other novel genes for which induction is shared by all treatments and may serve as new marker genes for further studies of roots adaptation to acid soils. The fact that among this subset of shared genes, downregulated genes are twice more than upregulated genes (subset d; upregulated 61 genes, downregulated 125) suggests that the root might turn down the same cellular processes when it is exposed to any of the conditions present in acidic soils, whereas upregulated genes appear to be more stress-specific.

We observed that the transcriptional response to ++Fe treatment in *stop1* was the least affected of all the conditions tested (**Figure 2**), but also that a portion of Fe-responsive genes were hyper-activated in the roots of Al-treated *stop1* seedlings. This indicates that detoxification mechanisms that contribute to both Al and Fe tolerance are activated by mechanisms that are independent of STOP1. Nonetheless, our results demonstrate that *stop1* mutants are a suitable model to study the transcriptional activation of mechanisms related to Al-detoxification, and in some extent Fe-detoxification, because they are defective in organic-acid mediated exclusion of metals like Al and Fe. Genes that belong to the Al-detoxification set that are only activated in *stop1* represent interesting candidates to over-express to optimize Al-detoxification in plants. This last statement makes sense as Fe-excess and Al-toxicity are stresses that can occur together in acidic soils and both metals are potent elicitors of oxidative stress.

Analysis of GO enrichment in the sets of genes that are activated in response to low pH conditions (**Figure 4A**), revealed that genes that code for enzymes that are related to the modification of the cell wall are enriched in this gene set. Our results indicate that several genes related to pectin modification, a structural carbohydrate present in the root cell wall, including pectin methylesterase inhibitor genes (see **Supplementary Table 1**), are induced under low pH and Al^3+^ stress. Pectin methylesterase activity was positively correlated with sensitivity to Al^3+^ treatment in rice (Yang et al., 2013), suggesting that the induction of pectin methylesterase inhibitor genes might be a tolerance mechanism to Al^3+^ toxicity in plants. Furthermore, we found that the *POLYGALACTURONASE INHIBITING PROTEIN 1* (*PGIP1*) gene is downregulated in *stop1* mutants which corroborated a previous report (Sawaki et al., 2009) showing that expression of *PGIP1* is downregulated in *stop1* and is involved in remodeling the cell-wall under low pH conditions by stabilizing the pectin network. This was later demonstrated in a report by Kobayashi et al. (2014) that showed that *pgip1* knock-out mutants have less cell wall stability and are more susceptible to root damage than the wild-type in response to low pH treatment. 

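*PGIP1* (AT5G06860), which overlaps a gene on the opposite strand, was lower in *stop1* than in wild-type in every medium by limma, with log2 differences of -2.62 in +Pi_pH6, -3.13 in -Pi_pH6, -2.92 in -Pi_pH5, -3.45 in +Al and -3.95 in ++Fe. In +Pi_pH5 it had 47.7 ± 5.03 CPM (SD, n = 2) in wild-type and 4.66 ± 0.05 in *stop1* under its deposited label, a difference of -3.10 (adjusted p = 0.00011 from limma).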

The previously mentioned reports indicate that cell wall stabilization, and specifically the modification of the pectin network, is involved in the tolerance to H^+^ and Al^3+^rhizotoxicities. Therefore, the study of cell-wall dynamics in response to H^+^ and Al^3+^ toxicities could provide valuable insights into the tolerance mechanisms of plants to conditions prevalent in acidic soils. Our analysis provides interesting candidate genes to continue the characterization of the role of cell-wall modifying enzymes and cell-wall carbohydrate dynamics in the root tolerance to H^+^ and Al^3+^ rhizotoxicities.

### RNA-Seq Provided Insights Into the Regulation Mechanism of STOP1

We guided our transcriptomic dissection using the turnover of the major transcriptional regulator of acid soil stress responses in Arabidopsis: STOP1. Our results indicate that low Pi, low pH, Fe excess and Al-exposure coordinately trigger STOP1-acummulation (**Figure 1**). Since we did not find *STOP1* to be differentially expressed in any of the treatments used in this study, our evidence supports the notion that STOP1 is regulated mainly at the posttranslational level. 

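The *STOP1* transcript had 130.4 ± 13.2 CPM (SD, n = 2) in wild-type +Pi_pH6, 152.5 ± 34.6 in -Pi_pH6, 131.3 ± 5.01 in +Pi_pH5, 137.0 ± 16.4 in -Pi_pH5, 121.7 ± 19.1 in +Al and 129.7 ± 8.82 in ++Fe. Its log2 fold changes against wild-type +Pi_pH6 lay between -0.10 and 0.21 (standard error 0.17), with adjusted p of 0.81 to 1 from limma. In *stop1* the transcript was lower in every medium, by -1.38 to -2.18 on the log2 scale, and all differences were called by limma. No *stop1* library had more than 57.8 CPM and no wild-type library fewer than 108.3. *STOP1* overlaps AT1G06753 on the opposite strand.

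**Figure D6:**
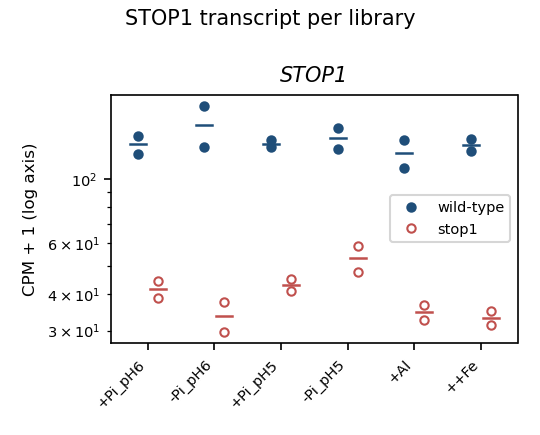
CPM + 1 of *STOP1* (y axis, log scale) in each medium (x axis), with 1 point per library in wild-type (filled) and *stop1* (open, under the deposited labels) and a line at the mean of 2 replicates. All 12 wild-type points lie at 108.3 CPM or higher and all 12 *stop1* points at 57.8 or lower.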

Previous research suggested that STOP1 is post-transcriptionally upregulated (Iuchi et al., 2008; Balzergue et al., 2017; Mora-Macías et al., 2017; Godon et al., 2019; Zhang et al., 2019) in response to stress conditions. Our data indicate that acidic stress signaling converges at two levels *via* STOP1 signaling: post-translationally through the regulation of STOP1 turnover and transcriptionally, *via* the activation of STOP1-dependent gene expression. A recent report corroborated post-translational regulation of STOP1 *via* the ubiquitin-proteasome pathway through interaction with F-box protein RAE1, establishing a feedback regulation loop of STOP1 turnover. A recent genetic dissection of responses to low Pi proposed that ALS3 functions upstream of STOP1 (Godon et al., 2019) because STOP1 over accumulates in *als3.* However, our results indicate that *ALS3* is regulated by STOP1. *ALS3* is within the group of STOP1-targets and its expression is upregulated in response to +Al-treatment in the wild-type but not in *stop1* (**Figure 5C**). 

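*ALS3* (AT2G37330), which overlaps a gene on the opposite strand, had 7.51 ± 0.77 CPM (SD, n = 2) in wild-type +Pi_pH6 and 22.5 ± 7.92 in wild-type +Al. In *stop1* it had 7.54 ± 1.31 CPM in +Pi_pH6, under its deposited label, and 6.08 ± 0.16 in +Al. The interaction of genotype and +Al was -1.69 (adjusted p = 0.00056 from limma), and -1.20 with the *stop1* +Pi_pH6 and +Pi_pH5 labels exchanged. *ALS3* was not called in wild-type -Pi_pH5 (0.16) or ++Fe (0.26).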

In fact, it was previously reported that the expression of *ALS3* is controlled by STOP1 (Sawaki et al., 2009). Therefore, evidence indicates that RAE1 and ALS3 modulate the levels of STOP1 at the posttranslational level. Because STOP1 controls the expression of *RAE1* and *ALS3* at the transcriptional level, this suggests that at least two negative regulation feedback loops control STOP1 turnover in response to abiotic stress factors. It must be pointed out that, even though these two negative regulation feedback loops that control STOP1 turnover and are under STOP1 control have been identified, the initial activator of the STOP1-acummulation spike in response to stress conditions remains unknown.

Pleiotropy can be defined as the effect of one gene on multiple phenotypes. Multiple lines of evidence indicate that STOP1 has a an important role in response to multiple stresses including low pH, Al-toxicity, low Pi, hypoxia, salt-stress and drought tolerance (Iuchi et al., 2007; Balzergue et al., 2017; Mora-Macías et al., 2017; Enomoto et al., 2019; Sadhukhan et al., 2019). Therefore, mutations in STOP1 have a pleiotropic effect on the developmental and molecular responses to different abiotic stresses. The STOP1 pleiotropy can be explained in part because its target genes have important roles in response to multiple stresses (Magalhaes et al., 2018). This is the case of *ALMT1*¸ a STOP1-target that is essential for malate excretion, that plays a role in Al-exclusion (Hoekenga et al., 2006) and modification of root growth in response to low Pi conditions (Balzergue et al., 2017; Mora-Macías et al., 2017) and of *ALS3* that plays roles in Al-tolerance (Larsen et al., 2005) and modification of root growth in response to low Pi conditions (Dong et al., 2017). It has also been reported that STOP1 activates the expression of *GDH1*/*2* in response to hypoxia (Enomoto et al., 2019) and low pH conditions (Sawaki et al., 2009), which activates the GABA-shunt that regulates cellular H+ levels and prevents acidosis of the cytosol (Bouché and Fromm, 2004) in acidic and hypoxic environments. Given the pleiotropic role of STOP1, two main questions arise with respect to its activation mechanism: Does it respond to a single common signal, like a metabolite, ROS, or Ca^2+^ fluxes, or are there specific STOP1-regulation mechanisms for each type of stress? Given that STOP1-regulation appears to be mainly at the post-transcriptional level, it is most likely that STOP1 activity as a transcriptional regulator is modulated by interacting proteins under each type of stress. Nevertheless, further research regarding STOP1-regulation is required to answer these questions.

Using a dataset from a recent report on the global characterization of protein-cis-interactions, named the cistrome of Arabidopsis (O’Malley et al., 2016), we identified the set of STOP1-targets whose expression depends on STOP1-accumulation (**Figure 5**). We detected 76 genes whose expression is dependent on the level of STOP1 accumulation, including *RAE1* and *ALMT1.* However, we also found a large portion of the STOP1 identified targets by O’Malley et al. (2016) whose expression is not altered in *stop1*. Two possible scenarios could explain the latter: 1) STOP1 requires other transcription factors to be able to bind to the cognate binding site or to interact with the basal transcriptional machinery to activate transcription and 2) STOP1 is subjected to multiple posttranslational modifications that alter its affinity for different promoter sequences, like protein phosphorylation or sumoylation. Since STOP1 has orthologs in other species (Ohyama et al., 2013), the list of STOP1 target genes might provide new candidate genes to increase tolerance to acid soils. Further physiological and genetic engineering experiments are an exciting perspective that derives from the presented dataset.

## Data Availability Statement

RNA-Sequencing data reported in this article has been deposited in the Gene Expression Omnibus under the accession no. GSE148457 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148457).

## Author Contributions

JOO-R and LH-E designed research. JOO-R and AO-A performed experiments. LH-E contributed reagents and analytic tools. JOO-R and LH-E analyzed data and JOO-R and LH-E wrote the paper.

## Funding

This work was supported in part by grants from the Basic Science program from CONACyT (Grant 00126261), the Governor University Research Initiative program (05-2018) from the State of Texas and by a Senior Scholar grant from Howard Hughes Medical Institute (grant 55005946) to LH-E.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

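RNA-seq of wild-type and *stop1* roots after 16 h in 6 media was re-analysed from the values that the authors deposited, with 24 libraries from 12 conditions of 2 biological replicates each. Every sample was assigned to its genotype, medium and replicate from the deposited labels and the paper's description of the media. The +Al medium is described with 200 µM AlCl3 in the paper and 100 µM in the labels.

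The deposited values are a normalized signal: per the paper's methods the authors trimmed and aligned the reads, counted them on genes and scaled the counts with edgeR, and the values as deposited are CPM with TMM factors. Whole reads were recovered from 100% of the values, with a largest distance of 0.000105 from a whole number, and TMM factors recomputed from these reads equal the authors'. Each gene of the table has a CPM over 1 in at least 2 libraries. The gene filter and the strand setting of the counting are not named in the paper's text. The columns of values left unused number 0.

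Reads on genes ran from 17027929 (wild-type +Al replicate 1) to 30516150 (wild-type -Pi_pH6 replicate 1) per library, so that a single read corresponds to 0.0326 to 0.0572 CPM. A group whose libraries all held 3 reads or fewer was treated as at the limit of detection, and fold changes against it are given as lower bounds.

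Gene expression was compared with limma 3.58.1 in R 4.3.3, on log2 CPM with a pseudocount of 1, with 1 coefficient for each of the 12 conditions, a mean-variance trend and Benjamini-Hochberg adjustment over all genes of the table. Genes with an adjusted p under 0.05 were called differentially expressed. Contrasts were made between each treatment and wild-type +Pi_pH6, between each *stop1* treatment and *stop1* +Pi_pH6, and between the genotypes in each medium. The interaction of genotype and treatment was tested for each of 5 treatments. edgeR's quasi-likelihood test had been planned as the main test for read counts; after the table was seen to hold a normalized signal, limma was used in its place, and edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads as alternatives. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. limma, edgeR's quasi-likelihood and likelihood ratio tests and DESeq2's Wald test were first tested on simulated data with known changes; the other tests named below were not.

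The alternatives tried were edgeR's likelihood ratio test, DESeq2's Wald test, RLE normalization, library size only, filterByExpr, only the libraries of the conditions compared, a replicate block and leaving out each library in turn. Added after seeing the data were edgeR's quasi-likelihood test, in place of its planned use as the main test, a pseudocount of 0.1, genes with a mean CPM of at least 1 (19394 genes), and an exchange of the *stop1* +Pi_pH6 and *stop1* +Pi_pH5 labels. Simulations of unchanged groups and of genotypes that respond alike, with a genotype difference shared by all media, were run 20 times each, and simulations without a difference between the genotypes 40 times. With 2 replicates per condition, no formal test for deviating samples and no count over other splits of the samples between conditions was made. The effect of a single library was examined by leaving it out and, for the interactions, by splitting the libraries into 2 sets.

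The genes named in the text are those that the paper names for the RNA-seq data. To these were added, for each wild-type treatment, the 2 upregulated and 2 downregulated genes with the smallest p among called genes whose treated libraries both lie beyond both control libraries, and for the +Al and ++Fe interactions the 2 genes of each sign with the smallest p. Genes named outside this rule are said to have been named after their values were seen. Of 36 names in the paper, 33 were matched; *MATE1*, *RAE1* and *PLDZ2* were not analysed here. Gene positions were taken from TAIR10.1, a later release of the annotation than the TAIR10 build that the paper names, and coordinates are given for *STOP1* only. Of the named genes, 16 of 48 overlap another gene, 4 of them on the same strand and 12 on the opposite strand. Shared sequence was searched as stretches of 50 bases that occur elsewhere in the genome.

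A list of 43 photosynthesis genes, chosen by the symbol prefixes LHCA, LHCB, RBCS, PSA and PSB, was compared with 10000 random lists. Permutation tests used 100000 permutations. The effect of GC content and exon length was removed with 50 bins of each. The enrichment of gene ontology terms, the DNA-binding data and the gene sets of Supplementary Table 1 that the copy used here holds only in part were not analysed here.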

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

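In this part the tests of normalization, GC content and gene length, depth, genotype labels, sampling noise, other splits of the libraries into 2 sets, carry-over of RNA without poly(A) tails and green tissue in replicate 2 alone were chosen only after the result was seen.

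The response to +Al differed between *stop1* and wild-type in 1784 genes by the interaction in limma, a difference between the genotypes under the same treatment. The tables argue against several technical explanations. With library size only in place of TMM the number was 1765, after removal of trends over GC content and exon length in each library it was 2228, and with every library thinned to 17027929 reads it was 1704. With the *stop1* +Pi_pH6 and +Pi_pH5 labels exchanged, 1830 genes were called. The interactions from replicate 1 libraries and from replicate 2 libraries correlated with r = 0.633 across genes, which are not independent replicates. Replicate numbers are not paired, and over the 8 ways to split these libraries into 2 sets r ran from 0.372 to 0.663, so a single deviating library does not account for them. No *stop1* library had more *STOP1* transcript than 57.76 CPM and no wild-type library less than 108.3, which argues against a library with the label of the other genotype. Sampling noise between genotypes that respond alike gave at most 23 genes in 20 simulations. The 10 most abundant genes took at most 4.77% of the reads of any library. The number was lowest, 992, with only the libraries of the conditions compared. A candidate explanation is that *stop1* roots respond differently to the +Al medium, a hypothesis found and tested on the same data. That medium also differs from control in pH and Pi, and the interaction with -Pi_pH5, which shares both changes, was called for 4 genes (841 at an unadjusted p under 0.05).

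The response to ++Fe differed between the genotypes in 10 genes. In simulated genotypes that respond alike, up to 16 genes were called (median 7.5), so sampling noise is a candidate explanation for a number of this size, and no technical explanation was tested further. The genes were *HAK5* (-3.21), *ALMT1* (-2.20), *DGR2* (-1.25), AT5G27920 (-1.04), AT1G07560 (-1.66), AT4G09300 (-1.67), *scpl31* (2.28), *scpl30* (1.65), *CP1* (2.84) and AT5G01740 (2.00), on the log2 scale. Those other than *HAK5*, *DGR2*, *CP1*, AT5G01740 and *ALMT1* were named after their values were seen. The interaction of *ALMT1*, whose *stop1* ++Fe libraries held no more than 3 reads each, was not called by edgeR's quasi-likelihood test (adjusted p = 0.378). *DGR2* overlaps genes on the opposite strand. A difference between the genotypes in these genes stays open.

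The response to -Pi_pH5 differed between the genotypes in 4 genes, against at most 3 in simulated genotypes that respond alike. Sampling noise and a difference between the genotypes cannot be told apart here, because the 2 numbers are so close and the interactions from separate libraries do not decide. Split by replicate number these correlated with r = 0.385 across genes, the highest of the 8 ways to split the libraries into 2 sets, and the lowest was -0.24 with a median of 0.059. The median was -0.062 for -Pi_pH6 and -0.084 for +Pi_pH5, where 0 interactions were called (711 and 772 at an unadjusted p under 0.05), and 0.057 for ++Fe. The genes were *ALMT1* (-2.33), AT1G51840 (-2.29), *DGR2* (-1.31) and AT5G27920 (-1.06); AT1G51840 and AT5G27920 were named after their values were seen. *ALMT1* was not called by the quasi-likelihood test (adjusted p = 0.771), and its *stop1* -Pi_pH5 libraries held no more than 3 reads each.

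Reads on nuclear ribosomal RNA genes, which the paper does not discuss, came to 4302 CPM in wild-type +Pi_pH5 replicate 2, above the controls (29.8 and 222 CPM) and replicate 1 (50.5). Over 24 libraries the sum on 3 nuclear ribosomal RNA genes ran from 29.6 to 5041 CPM with a median of 517.4, and 7 libraries stood above the others, of which the highest had 918.3. Carry-over of RNA without poly(A) tails was tested by the differences between replicates. Over 12 conditions these correlated with the differences in reads on 21 mitochondrial genes (r = 0.913, permutation p = 3e-05; rho = 0.895, permutation p = 0.0002; r = 0.886 without the 2 farthest conditions). Over 24 libraries the ribosomal RNA reads also went with a lower share of the paper's reads on genes (r = -0.665, permutation p = 0.0003; rho = -0.613, permutation p = 0.002; r = -0.647 without the 2 farthest). For these 2 relations the adjusted permutation p were 6e-05 and 0.0003 for r and 0.0004 and 0.002 for rho, all 2-sided. The labels and the paper name no batch. Carry-over of RNA without poly(A) tails is a candidate explanation for the spread; the medium does not account for it alone, since the 2 replicates of a medium differ.

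The photosynthesis gene list of 43 genes, outside the genes that the paper discusses, summed to 1988 CPM in wild-type +Pi_pH5 replicate 2, above the controls (622.8 and 406.2 CPM) and replicate 1 (388.5). All 43 genes are among those of the deposited root libraries. The median log2 fold change of the list in wild-type +Pi_pH5 was 0.933, above all of the 10000 random lists, and 0 genes were called by limma, 0 adjusted over the list alone, with 4 at an unadjusted p under 0.05. Without replicate 1 the median was 2.411, and without replicate 2 it was -0.392. RNA from green tissue in the condition as a whole is argued against by replicate 1, in which 11.63% of the genes lie above the control mean. In replicate 2 the share is 97.67%, and RNA from green tissue in replicate 2 alone and another difference of that library cannot be told apart, since a single library shows it. The control replicates also split (86.05% and 13.95%), as did those of wild-type +Al (90.7% and 39.53%), *stop1* +Pi_pH6 (90.7% and 13.95%) and *stop1* +Pi_pH5 (90.7% and 11.63%). In wild-type +Al the median was 0.408 with 0 genes called and 0 adjusted over the list alone (2 at an unadjusted p under 0.05), in wild-type ++Fe 0.517 with 3 called and 2 adjusted over the list alone, and in *stop1* +Al against its own control, whose replicates split, -0.978 with 4 called and 3 adjusted over the list alone.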

How the results depend on the processing

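The likelihood ratio test, DESeq2, RLE normalization, library size only, filterByExpr, only the libraries compared, the replicate block and leaving out single libraries were set before the data were examined. A pseudocount of 0.1, a mean CPM of at least 1 and the exchanged labels were chosen after seeing the data. The quasi-likelihood test had been named as the main test for read counts; limma took its place after the table was seen to hold a normalized signal, and the quasi-likelihood test was then kept as an alternative. The comparison without any gene filter could not be run, since the deposited table holds only filtered genes; filterByExpr kept every gene of it, so it moved nothing. The mean CPM minimum moved none of the counts and percentages compared here beyond the limits set for a change. Where a result moved, the cause was not tested unless named.

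With edgeR's likelihood ratio test 53 genes were upregulated and 28 downregulated in wild-type -Pi_pH6, 62 and 40 in +Pi_pH5, and 195 and 322 in -Pi_pH5. The interaction was called for 6 genes in -Pi_pH6, 5 in +Pi_pH5, 21 in -Pi_pH5 and 45 in ++Fe. Between the genotypes 83 genes differed in +Pi_pH6, 380 in -Pi_pH6, 196 in +Pi_pH5, 265 in -Pi_pH5 and 390 in ++Fe. The specificity of ++Fe was 71.79% for upregulated and 73.49% for downregulated genes, the upregulated subset d held 62 genes, and there were 16 upregulated and 18 downregulated intersections. In subset b 10.48% were lower in *stop1* +Al.

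With DESeq2's Wald test the numbers for these wild-type treatments were 54 and 25, 58 and 36, and 190 and 328. The interactions numbered 11, 3, 24 and 46, and the differences between the genotypes 73, 403, 188 and 257 in +Pi_pH6, -Pi_pH6, +Pi_pH5 and -Pi_pH5. The specificity of ++Fe was 72.04% and 74.39%, the upregulated subset d held 66 genes, and there were 16 intersections in each direction. The percent of subset b lower in stop1 +Al was 10.14 and the percent of subset c lower in stop1 +Al was 26.76. *GSTL3* in *stop1* +Al against its own control reversed to 0.016.

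With only the libraries of the conditions compared, fewer libraries estimate each variance. In wild-type 0 genes were upregulated and 0 downregulated in -Pi_pH6 (591 at an unadjusted p under 0.05), 0 and 0 in +Pi_pH5 (1396), 20 and 19 in -Pi_pH5, 141 and 113 in +Al, and 1182 and 468 in ++Fe. The interaction was called for 0 genes in -Pi_pH5 (1053 at an unadjusted p under 0.05), 992 in +Al and 1 in ++Fe. Between the genotypes 25 genes differed in +Pi_pH6, 32 in -Pi_pH6, 25 in +Pi_pH5, 23 in -Pi_pH5, 2003 in +Al and 44 in ++Fe. The specificity of upregulated genes was 0% in -Pi_pH5, 36.88% in +Al and 93.74% in ++Fe, and that of downregulated genes 41.59% in +Al and 85.68% in ++Fe. Subset d held 5 upregulated and 11 downregulated genes, with 3 and 4 intersections. Upregulated by +Al were 76 genes in both genotypes and 65 only in wild-type, and the ratio of genes called in *stop1* +Al to those in wild-type +Al was 28.8 with wild-type +Pi_pH6 as the control. In subset a 0.9% were lower and 0% higher in *stop1*, the percent of subset b lower in stop1 +Al was 28.99 and the percent of subset b higher in stop1 +Al 46.38, and the percent of subset c lower in stop1 +Al was 71.15 and the percent of subset c higher in stop1 +Al 9.62.

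The replicates are not paired in the labels, and over 66 pairs of conditions the differences between replicates correlated from -0.384 to 0.503 across genes, with a median of 0.119. With a replicate block, 10 genes were downregulated in wild-type -Pi_pH6, 6 upregulated and 18 downregulated in +Pi_pH5, the interaction with -Pi_pH5 was called for 9 genes, and 217 and 129 genes differed between the genotypes in -Pi_pH6 and +Pi_pH5. In -Pi_pH6 112 of them were higher and 105 lower in *stop1*, against 39 and 70 without the block. The specificity of upregulated genes in ++Fe was 74.15%, with 13 downregulated intersections.

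With library size only, the specificity was 37.45% in +Al and 71.44% in ++Fe for upregulated genes, and 43.26% and 80.45% for downregulated genes. In wild-type +Al 59.8% of called genes were then upregulated, against 48.4% with TMM; in *stop1* +Al against wild-type +Pi_pH6 it was 56.4%, against 49.5%. *ALS1* in wild-type +Al reversed to 0.041, *DHAR2* to 0.011, and *GSTL3* in *stop1* +Al to 0.069; none of these is called. With RLE normalization *GSTL3* reversed to 0.015. The largest shift of the median log2 fold change of all genes under any scaling was 0.073.

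With the quasi-likelihood test the interaction was called for 2 genes in -Pi_pH5 and 6 in ++Fe, and 1.01% of subset a was lower in *stop1*; with a pseudocount of 0.1 the numbers were 2 and 6, with 0.8% lower and 0.27% higher. With the labels of *stop1* +Pi_pH6 and +Pi_pH5 exchanged, the interaction was called for 4 genes in -Pi_pH6 and 53 in +Pi_pH5, and 105 genes differed between the genotypes in +Pi_pH6. *ALS3*, *GDH2* and *GSTL3* in *stop1* +Al against the control then reversed to 0.228, 0.308 and 0.144, and the interaction of *GSTL3* to 0.123.

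Among 130 values of named genes, changes numbered 6 with the likelihood ratio test (2 weaker, 4 stronger), 4 with DESeq2 besides the reversed value (1 weaker, 3 stronger), 39 with only the libraries compared (all weaker), 1 with the block (stronger), 1 with library size only besides the reversed values (weaker), 4 with the quasi-likelihood test (2 weaker, 2 stronger) and 6 with a pseudocount of 0.1 (4 weaker, 2 stronger). With exchanged labels 4 of 44 were weaker and 1 stronger. Leaving out each library in turn, no called gene changed direction in any contrast, the BCV ran from 0.1546 to 0.1647, the log2 difference of *STOP1* between the genotypes in +Pi_pH6 from -1.76 to -1.55, and the median of the photosynthesis gene list in wild-type +Pi_pH5 from -0.392 to 2.411. Of 624 such values of named genes, 128 moved and 24 changed sign.

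Depth limits genes with few reads. A group with 3 reads or fewer in each library allows a lower bound only, as for *ALMT1* and *STOP2* in *stop1* +Al, and the interaction of *ALMT1* with +Al was -8.86 with DESeq2 against -5.56 with limma.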

Differences from the paper's values

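In wild-type -Pi_pH6 29 genes were upregulated and 5 downregulated, against the paper's 51 and 27. In +Pi_pH5 the numbers were 1 and 5, against the paper's 64 and 44. For these 4 numbers the difference was within the limits with the likelihood ratio test (53, 28, 62 and 40) and DESeq2 (54, 25, 58 and 36), and no other alternative set before the data were examined closed it. In -Pi_pH5 97 and 197 genes were called, against the paper's 183 and 299. The likelihood ratio test (195 and 322), DESeq2 (190 and 328) and the replicate block (123 and 239) closed both differences, RLE normalization closed the second (203), and the other alternatives closed neither.

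The specificity of upregulated genes in +Pi_pH5 was 0%, against the paper's 25%, with 20.97% from the likelihood ratio test and 22.41% from DESeq2. For downregulated genes it was 0%, against the paper's 6.8%, with 7.5% from the likelihood ratio test, 8.33% from DESeq2 and 5.56% with the replicate block. The upregulated subset d held 40 genes, against the paper's 61; the likelihood ratio test (62), DESeq2 (66), library size only (43) and the replicate block (48) closed the difference. There were 9 upregulated intersections, against the paper's 17, with 16 from the likelihood ratio test and 16 from DESeq2. There were 8 downregulated ones, against the paper's 15, with 18, 16 and 13 from the likelihood ratio test, DESeq2 and the replicate block. The other alternatives set before the data were examined did not close these differences; with only the libraries compared no gene was called in +Pi_pH5, so that setting gives no specificity there.

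In *stop1* +Pi_pH6 against wild-type +Pi_pH6 12 genes were upregulated and 27 downregulated, against the paper's 70 and 150 in Supplementary Table 1. No alternative set before the data were examined closed these differences; the likelihood ratio test gave 29 and 54 and DESeq2 22 and 51. With the likelihood ratio test on the libraries deposited as *stop1* +Pi_pH5, an exchange of labels chosen after seeing the values, the numbers were 70 and 145. In *stop1* +Pi_pH5 79 genes were downregulated, against the paper's 48; library size only (70) closed the difference and the likelihood ratio test (145), DESeq2 (151) and the other alternatives set before the data were examined did not. It was also closed by the quasi-likelihood test (64), planned as the main test and kept as an alternative after seeing the values, and by a pseudocount of 0.1 (61) and a mean CPM of at least 1 (69), chosen after seeing the values. On the libraries deposited as *stop1* +Pi_pH6, an exchange of labels chosen after seeing the values, the likelihood ratio test gave 54. The paper's list with the 48 genes matches those libraries (median absolute log2 difference 0.0001, against 0.3688 under its own heading). The 79 and the 48 therefore come from different libraries, and a setting that brings them closer does not explain the difference.

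In *stop1* -Pi_pH6 107 genes were upregulated and 138 downregulated, against the paper's 168 and 216. The likelihood ratio test (179 and 225), DESeq2 (161 and 221) and the replicate block (147 and 168) closed both differences. In *stop1* -Pi_pH5 290 genes were upregulated, against the paper's 469, and the same alternatives closed the difference (488, 484 and 398). The other alternatives closed none of these. The log2 fold change of *ALMT1* in wild-type +Al was 5.286, against the paper's 5.533; it was 5.533 with the likelihood ratio test, 5.538 with DESeq2 and 5.364 with library size only, and the other alternatives set before the data were examined did not close the difference. The quasi-likelihood test (5.533), kept as an alternative after seeing the values, and a pseudocount of 0.1, chosen after seeing them, closed it too.

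The paper states that *HSP21*, AT1G52560 and AT2G29500 are upregulated by Al. None of them was called in wild-type +Al by limma (adjusted p = 0.29, 0.32 and 0.072). AT2G29500 was called by the likelihood ratio test (adjusted p = 0.0015), which was set before the data were examined, and by the quasi-likelihood test (0.024), planned as the main test and kept as an alternative after seeing the values; *HSP21* (0.065 and 0.16) and AT1G52560 (0.087 and 0.13) were called by neither.

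The paper ranks +Pi_pH5 above -Pi_pH6 by the number of differentially expressed genes, and limma called 6 and 34; the likelihood ratio test gave 102 and 81. The paper counts more large intersections of upregulated genes than the 4 over 10 genes and 1 over 50 found with limma. DESeq2 gave 8 and 2, of which the 8 equal the paper's number over 10 genes, and the likelihood ratio test gave 7 and 2. The paper describes downregulation as more specific than upregulation in -Pi_pH6 and ++Fe, where the percentages were 20 and 20.69, and 77.18 and 77.23; the likelihood ratio test, set before the data were examined, gave 21.43 and 15.09, and 73.49 and 71.79. The paper describes lower expression in *stop1* as the main trend in all subsets, whereas in subset b 55.67% of genes were higher and 13.72% lower in *stop1* +Al. As a second effect the paper describes stronger activation in *stop1* for some genes of subsets b and c, the direction that prevailed here in subset b. The paper states that *PGIP1* is activated by Al in wild-type only, and its comparisons of *stop1* +Al use wild-type +Pi_pH6 as the control. Against that control the mean CPM of *PGIP1* in *stop1* +Al was little changed. Against *stop1* +Pi_pH6, where *PGIP1* starts lower, its log2 fold change was 2.89. Its interaction was not called (adjusted p = 0.38 from limma). The paper describes *GSTL3* and *DHAR2* among genes hyper-activated in *stop1* +Al; against the *stop1* control their log2 fold changes were -0.01 and 0.27 and were not called, while against wild-type +Al they were higher by 0.36 and 0.68. The paper counts *GST29* among Fe-responsive genes; it was not called in wild-type ++Fe by limma (log2 fold change 0.86, adjusted p = 0.071) or by the quasi-likelihood test (0.061), kept as an alternative after seeing the values, and was called by the likelihood ratio test (0.042), set before the data were examined.

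The paper states that most of the low Pi response is downregulated in *stop1*; 0 of 33 genes were called in -Pi_pH5 and -Pi_pH6 (9 and 8 at an unadjusted p under 0.05), and 63.64% and 48.48% had a lower mean. In the set of 58 genes from the likelihood ratio test, set before the data were examined, limma called 0 in either medium (17 and 14 at an unadjusted p under 0.05), 72.41% and 63.79% had a lower mean, and the median log2 differences were -0.192 and -0.177. The paper states that the low Pi markers rise only in low Pi media and less in ++Fe; *SPX1*, *PHT1;4* and *GDPD1* were called as upregulated in wild-type ++Fe (log2 fold changes of 1.07, 0.90 and 0.89). The paper describes the response to ++Fe as the least affected in *stop1*. The interaction was called for 10 genes in ++Fe and for 1784 in +Al. For -Pi_pH6, +Pi_pH5 and -Pi_pH5 it was called for 0, 0 and 4 (711, 772 and 841 at an unadjusted p under 0.05). Wild-type ++Fe changed 4444 genes, against 34, 6 and 294 in the same order. In simulated genotypes that respond alike up to 16 genes were called for ++Fe. These counts therefore do not show ++Fe to be more affected than -Pi_pH6, +Pi_pH5 or -Pi_pH5.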

Other observations

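In this part the tests of the share of subset genes with a lower mean and the simulations without a difference between the genotypes were chosen only after the result was seen; the exchange of the *stop1* +Pi_pH6 and +Pi_pH5 labels was chosen after seeing the data, and its tests before their own results were.

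The lists of Supplementary Table 1 headed *stop1* +Pi_pH6 (220 genes) and *stop1* +Pi_pH5 (74 genes) match the deposited libraries of each other's condition. The median absolute difference between the paper's log2 fold changes and those recomputed with the likelihood ratio test was 0.5944 and 0.3688 under the same heading, and 0.0001 for each against the other condition. If the deposited labels were exchanged, genes that follow pH in wild-type should move the opposite way in *stop1* +Pi_pH5 against *stop1* +Pi_pH6. Of 200 such genes, 74% moved the same way, with 61% to 76% over the 4 pairings of single libraries, and 88% did so in *stop1* -Pi_pH5 against *stop1* -Pi_pH6. This argues against an exchange of the deposited labels, and an exchange of the 2 headings in the list stays open as a hypothesis.

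For genes of Al tolerance in *stop1* +Al against its own control, the effect of exchanging these labels was computed. The log2 fold change of *PGIP1* was 2.607 and stayed called, so an exchange does not account for its rise. That of *GDH1* was -0.218 and was no longer called (adjusted p = 0.14 from limma), with the same sign as the -0.308 under the deposited labels; since the 74% above argues against an exchange of these labels, it argues against an exchange as the cause of the fall. *ALS3* and *GDH2* were not called under either assignment.

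Wild-type replicates spread more than *stop1* replicates, with a BCV of 0.189 against 0.126. Leaving out each condition in turn, the lowest BCV of the wild-type libraries was 0.1829 (without +Al), which argues against a single deviating condition. Other technical explanations and a biological one were not tested.

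Wild-type libraries select the upregulated subsets and are then compared with *stop1*. In 40 simulations without any difference between the genotypes, 20 from the means of both genotypes and 20 from wild-type means, a lower mean in *stop1* was found for 61.52% to 67.74% of subset a, 53.22% to 64.71% of b, 63.92% to 76.14% of c and 44.07% to 63.53% of d, so that selection by itself could lower the *stop1* values of subsets a, b and c. The simulated subsets were other sets of genes: a held 1041 to 2021 (1950 observed), b 613 to 1145 (503), c 490 to 1380 (265) and d 85 to 132 (40), and the effect of size on the shares was not tested. Called lower by limma were 1.49% of subset a in *stop1* ++Fe and 13.72% of subset b, 34.34% of subset c and 52.5% of subset d in *stop1* +Al. At the p that limits these calls the simulations gave at most 0.52%, 3.07%, 5.68% and 4.24%, which argues against selection as the whole cause. With a genotype difference shared by all media added, up to 1.87% of subset a, 3.16% of b, 3.65% of c and 10.26% of d were called lower, so a difference of that kind stays open for subset a, although more simulated genes were then called higher (median 1.79%) than lower (1.32%), against 0.51% called higher in the data. A lower mean in *stop1* was found for 58% of subset a and 51.32% of subset c, below all simulations without a difference between the genotypes. With the shared genotype difference added, the simulated shares were 46.75% to 52.53% for a, 52.44% to 57.01% for c and 27.84% to 43.59% for d. The observed share was above that range for a and below it for c. Neither kind of simulation reproduced these 2 shares, so their cause stays open. For subset d the share was 62.5%, above the range with the shared difference. Without a difference, the maximum was 58% from the means of both genotypes and 63.53% from wild-type means. By the share with a lower mean alone, selection and a difference between the genotypes therefore cannot be told apart for subset d. With the calls of the likelihood ratio test this share was 50%. The 52.5% of subset d called lower is a separate measure, which lay above both kinds of simulations.

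*GDPD1*, which overlaps a gene on the opposite strand, had 190.3 ± 2.62 CPM (SD, n = 2) in *stop1* +Al and 79.1 ± 6.26 in wild-type +Al. Its interaction of genotype and +Al was 1.16 (adjusted p = 0.0064 from limma). *SQD1* was higher in *stop1* +Al than in wild-type +Al by 0.49 on the log2 scale (adjusted p = 0.015 from limma).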
